# The Tumor-Suppressive *miR-497-195* Cluster Targets Multiple Cell-Cycle Regulators in Hepatocellular Carcinoma

**DOI:** 10.1371/journal.pone.0060155

**Published:** 2013-03-27

**Authors:** Mayuko Furuta, Ken-ichi Kozaki, Kousuke Tanimoto, Shinji Tanaka, Shigeki Arii, Teppei Shimamura, Atsushi Niida, Satoru Miyano, Johji Inazawa

## Abstract

MicroRNAs (miRNAs) are key post-transcriptional regulators of gene expression and commonly deregulated in carcinogenesis. To explore functionally crucial tumor-suppressive (TS)-miRNAs in hepatocellular carcinoma (HCC), we performed integrative function- and expression-based screenings of TS-miRNAs in six HCC cell lines. The screenings identified seven miRNAs, which showed growth-suppressive activities through the overexpression of each miRNA and were endogenously downregulated in HCC cell lines. Further expression analyses using a large panel of HCC cell lines and primary tumors demonstrated four miRNAs, *miR-101*, *-195*, -*378* and *-497*, as candidate TS-miRNAs frequently silenced in HCCs. Among them, two clustered miRNAs *miR-195* and *miR-497* showed significant growth-suppressive activity with induction of G1 arrest. Comprehensive exploration of their targets using Argonute2-immunoprecipitation-deep-sequencing (Ago2-IP-seq) and genome-wide expression profiling after their overexpression followed by pathway analysis, revealed a significant enrichment of cell cycle regulators. Among the candidates, we successfully identified *CCNE1*, *CDC25A*, *CCND3*, *CDK4*, and *BTRC* as direct targets for *miR-497* and *miR-195*. Moreover, target genes frequently upregulated in HCC in a tumor-specific manner, such as *CDK6*, *CCNE1*, *CDC25A* and *CDK4*, showed an inverse correlation in the expression of *miR-195* and *miR-497*, and their targets. These results suggest the molecular pathway regulating cell cycle progression to be integrally altered by downregulation of *miR-195* and *miR-497* expression, leading to the aberrant cell proliferation in hepatocarcinogenesis.

## Introduction

HCC, the most common primary liver cancer, is an extremely lethal disease, which causes about 700,000 deaths worldwide annually [1]. As proposed by Vogelstein and Kinzler [2] in overall cancer, hepatocarcinogenesis is a DNA disease due to the accumulation of altered genes that control the cell cycle and cell proliferation, and a large number of genetic and epigenetic alterations accumulate during this process. Since master regulators of the cell cycle are also indispensable for normal cells, current anti-cancer therapeutic strategies have shifted to the search for one single dominant oncogene or addictive molecule that only tumors rely on, and proposed as a concept for oncogene addiction [3]–[6]. However, successful translation of the oncogene addiction model into the rational and effective design of targeted therapeutics against individual oncoproteins still faces major obstacles, mainly due to the emergence of escape mechanisms, drug resistance and basically tumor-individuality arising from “off-label patients” as termed by Torti and Trusolino [7]. Recently, an increasing number of reports have described a new class of small regulatory RNA molecules termed microRNAs (miRNAs) implicated in hepatocarcinogenesis, and seems to open the possibility of raising new therapeutics mimicking endogenous miRNA machineries [8].

miRNAs are endogenous small non-coding RNAs which act as negative regulators for mRNA expression via sequence-complementary targeting of the 3′ untranslated region (3′UTR) to repress translation or mediate mRNA degradation [9]. Due to their abundance and divergence of targeting specificity, it is believed that one single miRNA can interact with multiple mRNA targets [10] to achieve regulatory control over virtually every biological process [11]. Although hundreds of miRNAs are known to have deregulated expression in cancer with accumulating evidence demonstrating that miRNAs have oncogenic or tumor-suppressive (TS) functions [12], molecular pathway underlying these miRNAs are poorly understood. Therefore, identifying the cluster of target genes for a cancer-related miRNA is essential to provide them as a promising therapeutic agent.

In the study presented here, we first explored the promising TS-miRNAs for HCC by screenings based on their expression status and growth-suppressive activity in HCC cells. We also tested an integrative approach to identify a set of target genes for these TS-miRNAs that explain the whole picture of their function in HCCs.

## Results

### A combination of function- and Expression-based Screenings Identified Putative TS-miRNAs in HCC Cells

To identify TS-miRNAs, we first performed an integrative approach using function- and expression-based screenings in six HCC cell lines (Hep G2, Hep 3B, HLE, Huh7, JHH-4, and sK-Hep-1). We focused on miRNAs, which showed remarkable inhibition of cell proliferation *in vitro* together with significant downregulation in HCC cell lines compared with normal liver tissues (Fig. 1A), as candidate TS-miRNAs for HCC.

**Figure 1:**
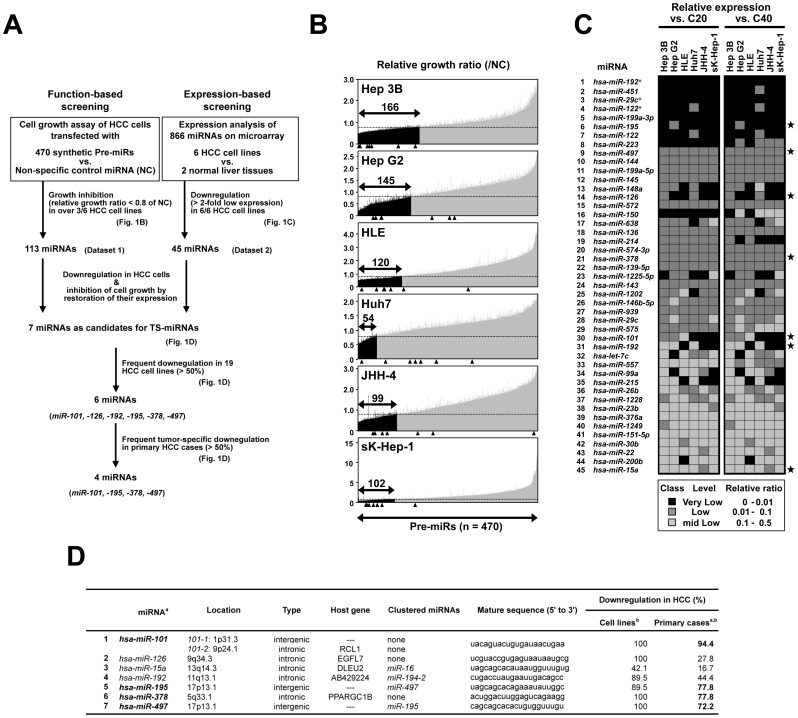
An integrative approach to the identification of TS-miRNAs using function- and expression-based screening in HCC cell lines. **A**, Strategy for the identification of TS- miRNAs by function- and expression-based screening in 6 HCC cell lines. **B**, Results of function-based screening in 6 HCC cell lines. The numbers of viable cells 4–5 days after transfection with 5 nM of 470 dsRNAs mimicking mature miRNAs loaded on Pre-miR™ miRNA Precursor Library-Human V3 (Ambion) or control non-specific dsRNA were evaluated by the WST-8 assay in duplicate. Relative *in vitro* cell growth ratios in these cell lines were calculated by normalization of each result to the cell numbers in control cells transfected with non-specific miRNA (see Dataset S1). The lower solid arrow indicates the 470 miRNAs examined. Closed arrows in each graph indicate candidate miRNAs with marked growth inhibitory effects (growth ratio <0.8) compared with the control counterpart in our function-based screening. The arrowhead indicates the results for seven candidate miRNAs conclusively selected in the function- and expression-based screening (see Fig. 1D). **C**, Summary of expression profiles of 45 candidate miRNAs, expression levels of which were downregulated (>2-fold) in all 6 cell lines as compared with those of two normal liver tissues (C20 and C40, see Dataset S2). Stars indicate the results of the same seven candidate miRNAs as in Fig. 1B. **D**, Seven candidates for tumor-suppressive miRNAs involved in HCC pathogenesis identified through function- and expression-based screening approach. MiRNAs frequently downregulated (>50%) in tumors compared with their paired non-tumorous liver tissues in clinical HCC cases are in bold face (^a^). Expression level of mature form for each miRNA was evaluated inTaqMan® MicroRNA Assays (Applied Biosystems) as described in Materials and Methods (^b^).

In the function-based screening in six HCC cell lines using a synthetic miRNA mimic library containing 470 pre-miRNAs, 113 miRNAs demonstrated remarkable inhibitory effects on cell growth in more than 3 of 6 cell lines (relative growth ratio <0.8 compared with control non-specific miRNA; Fig. 1B, and Dataset S1).

In the expression-based screening in the same six cell lines and normal liver tissues (C20, C40) using a miRNA microarray containing 866 human miRNAs, 265 miRNAs were able to be quantified at least in one cell line. Among them, 194, 194, 77, 190, 199, and 168 miRNAs were downregulated (>2-fold decrease) in the Hep G2, Hep 3B, HLE, Huh7, JHH-4, and sK-Hep-1 cell lines, respectively, compared with C20 and C40, and 45 miRNAs were commonly downregulated in all these six cell lines (>2-fold decrease; Fig. 1C, and Dataset S2).

By combining results of the two screenings, we identified seven miRNAs, *i.e. miR-101*, *-126*, *-15a*, *-192*, *-195*, *-378* and *-497*, as candidate TS-miRNAs for HCC (Fig. 1A and 1D). Among them, *miR-101* and *miR-195* had already been reported as possible TS-miRNAs for HCC [13], [14], suggesting that the approach employed in this study could successfully identify TS-miRNAs in HCC cells.

### *miR-195* and *miR-497* Emerged as Possible TS-miRNAs

In order to narrow down those seven candidates by frequency of their downregulation in HCC cells, we next performed expression analyses in a panel of 19 HCC cell lines (Fig. S1A) and a panel of paired tumorous and non-tumorous tissues from 18 primary HCC cases (Fig. S1B). *miR-15a* was excluded due to a low frequency of downregulation in a panel of HCC cell lines (42.1%) and primary cases (16.7%, Fig. 1D). *miR-126* and *miR-192* were also excluded due to a low frequency of tumor-specific down-regulation in a panel of primary HCC cases (27.8% and 44.4%, respectively; Fig. 1D). Finally, four miRNAs, *miR-101*, *miR-195*, *miR-378*, and *miR-497*, were selected as the most promising candidates for TS-miRNA for HCC showing frequent (>50%) tumor-specific downregulation both in HCC cell lines and primary HCC cases (Fig. 1D). Among them, *miR-101* was excluded from further analysis because of its well-known function as a TS-miRNA in HCC [13]. Notably, *miR-378* had been reported as an oncomiR in various types of cancers [15], [16], while showing TS function in our screening performed in HCC. In addition, *miR-378* was also reported to be downregulated during liver regeneration after partial hepatectomy in mice with a delay in cell cycle progression involving the G1 to S phase transition [17], suggesting *miR-378* to have cell growth suppressive activity in liver and supporting our findings in HCCs. These inconsistent findings indicate that miR-378 may have multiple functions in a tissue- or lineage-specific manner. Since we focused on miRNAs showing direct inhibition of HCC cell growth in this screening, we excluded miR-378 from further analysis. Among the 4 candidates, *miR-497* and *miR-195* belong to the same miRNA family and are also located very close together: pre-*miR-195* is 209 bp downstream from the 3′ end of pre-*miR-497* at 17p13.1, and is frequently deleted in human cancers [18], [19]. We focused on these two miRNAs for further analysis, because *(a)* reported evidence and evolutional conservation suggest that the clustered miRNAs may have related physiological and pathophysiological functions including carcinogenesis [20]–[22], and *(b) miR-497* is poorly characterized in human cancer, especially in HCC, indeed, few target molecules for those two miRNAs are known, although several reports have suggested *miR-195* to be a possible TS-miRNA for various human cancers including HCC [14], [23]–[25].

### Mechanisms Underlying Deregulation of *miR-195* and *miR-497* Expression in HCC

Computational analysis using a data set of miRNA expression profiles in 89 primary HCV-related HCCs obtained from the database of the Broad Institute (GSE20596) revealed a significantly positive correlation between expression levels of mature forms of *miR-195* and *miR-497* (Fig. S2A, left panel). In addition, the expression status of *miR-195* and *miR-497* seemed to be correlated regardless of their viral infection status not only in tumor samples but also in non-tumorous liver tissues, when we recalculated the data used in Fig. S1B (Fig. S2A right panel), although the number of samples are too small for statistical analysis. These results suggesting those miRNAs to be transcribed concomitantly as a single primary transcript and expressed as a cluster not only in HCCs but also in non-tumorous liver tissues. Indeed, this hypothesis is supported by the existence of the transcript NR_038310.1, mir-497-195 cluster host gene (non-protein coding) (MIR497HG), and non-coding RNA in the NCBI reference sequence (http://www.ncbi.nlm.nih.gov/nuccore/NR_038310?report=GenBank).

We first examined copy-number aberrations around *miR-195* and *miR-497* in 18 HCC cell lines by q-gPCR, and found that only 3 of them (HLE, JHH-6, PLC/PRF/5) have a copy number loss at this locus in spite of frequent downregulation of those miRNAs in a number of HCC cell lines (Fig. S2B). Since the biogenesis of miRNAs has been reported to be altered in cancer cells [26], we tried to test the possibility that the down-regulation of those miRNAs were caused by abnormal miRNA biogenesis. Since downregulation of miR-195 and miR-497 was also observed in pri-miRNA level, those miRNAs seem to be downregulated at a transcriptional level rather than a post-transcriptional level (Fig. S2C). To assess other factors contributing to the downregulation of *miR-195* and *miR-497*, we next searched for a regulatory element for the putative polycistronic primary transcript, pri-*miR-497-195*. The putative transcriptional start site (TSS) was detected 1.6 kb upstream of pre-*miR-497* by SwitchGear Genomics Transcription Start Sites (CHR17_M0118_R1) and ENCODE Transcription Factor ChIP-seq (TAF1) binding site (UCSC Genome Bioinfomatics, Feb. 2009 [GRCh37/hg19] assembly; http://genome.ucsc.edu/cgi-bin/hgGateway) (Fig. S3A). Promoter activities around the TSS were confirmed in three HCC cell lines, Hep G2, sK-Hep-1 and HuH-6, regardless of the expression status of *miR-195* and *miR-497* (Fig. S3B). Although Suzuki et al. [27] reported that *miR-497* and *miR-195* are possibly regulated by non-CpG island methylation in colorectal cancer based on data from a genome-wide combined analysis of mRNA expression, chromatin signature, and DNA methylation, only minimal restoration was observed in the expression of those miRNAs after treatment with 5-aza-dCyd in HCC cell lines (Fig. S3C) and almost no difference in DNA methylation pattern around the TSS of pri-*miR-497-195* was observed among HCC lines regardless of their expression status (Fig. S3D). Moreover, the inhibition of the class I and II histone deacetylase (HDAC) families with Tricostatin A (TSA) did not induce restoration of *miR-195* nor *miR-497* in most of cell lines, suggesting that these HDACs do not strongly contribute to the decreased expression of those miRNAs in HCC cells (Fig. S3C). In addition, ChIP analyses around TSS for H3K4me3 and H3K27me3, which are histone modification patterns activating and inactivating gene expression, revealed that the promoter region of pri-*miR-497-195* showed no significant repressive pattern in the H3K27me3 modification, but a clear inactive pattern in the H3K4me3 modification in non-expressing HCC cells compared with *miR-195*-expressing HuH-6 cells (Fig. S3E). Taken together, frequent downregulation of *miR-497* and *miR-195* expression occurred not mainly by genomic loss, DNA hypermethylation or altered miRNA biogenesis, but at least partly through repressive histone modifications in the HCC cell lines examined, although HDAC inhibitor had little or no effect on the expression and the epigenetic factors contributing to the downregulation remain to be clarified.

### Restoration of *miR-195* or *miR-497* Suppresses Cell Proliferation and Cell Cycle Progression *in vitro*

Growth suppressive activities of double stranded RNAs (dsRNAs) mimicking *miR-195* and *miR-497* in HCC cell lines (Fig. 1B and Dataset S1) were validated by transfection of synthetic dsRNAs mimicking *miR-195* and *miR-497* and control non-specific miRNA purchased from a different company (Fig. 2A), excluding the off-target effects of synthetic dsRNAs. A similar growth suppression pattern for *miR-195* and *miR-497* was observed in 3 of 6 cell lines (Hep 3B, Hep G2 and JHH-4) by ectopic overexpression of those miRNAs, whereas comparatively weak growth suppression was observed after restoration of *miR-497* compared with *miR-195* in the remaining 3 cell lines (HLE, Huh7 and sK-Hep-1).

**Figure 2:**
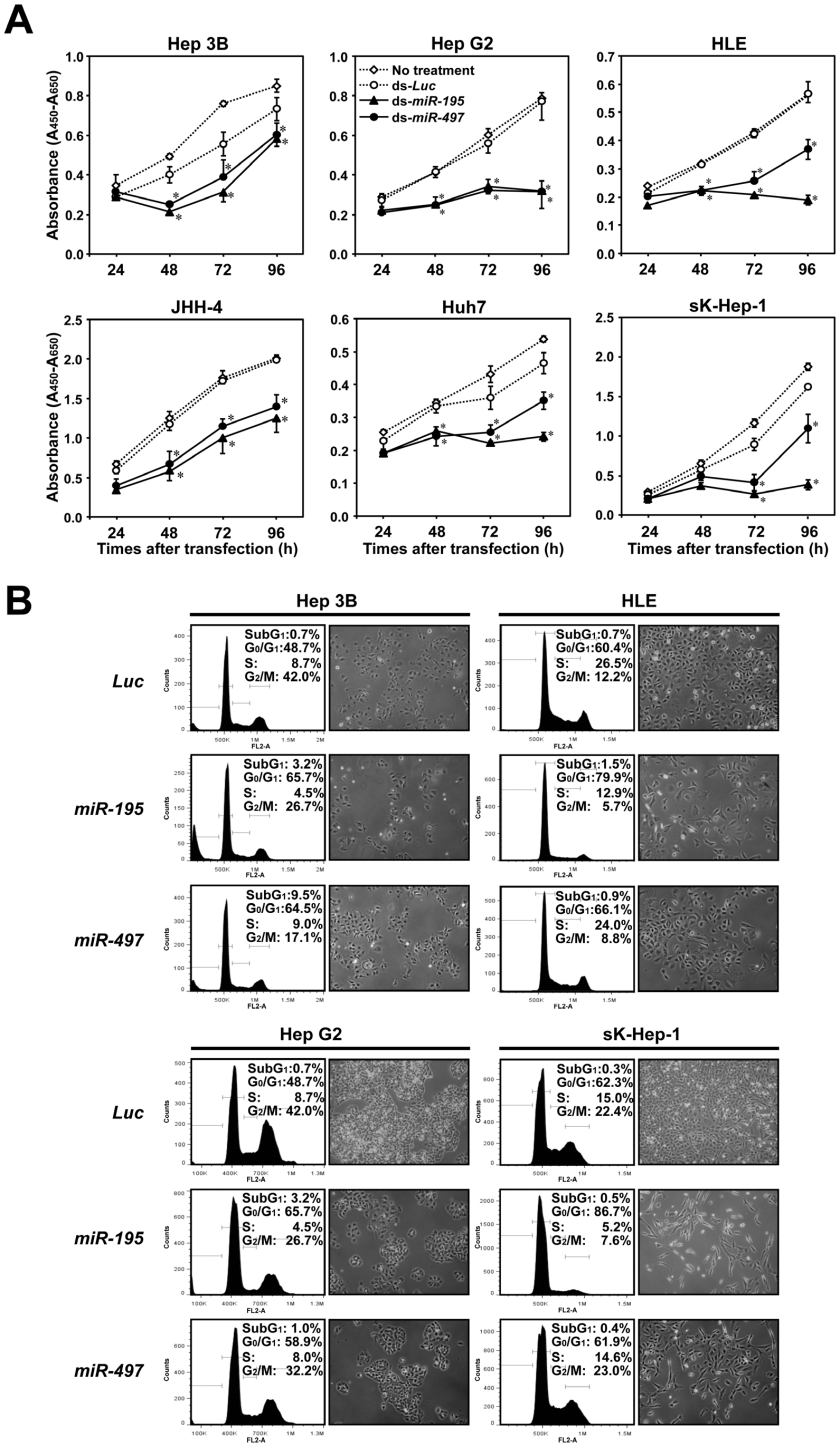
Growth suppressive effects of *miR-195* and *miR-497* on HCC cell lines lacking their expression. **A**, Growth curves of HCC cell lines after tansfection of 5nM of miCENTURY OX miNatural (Cosmo Bio) mimicking *miR-195* (black triangle) or *miR-497* (black circle), or control *Luc*, (white circle) assessed by WST-8 assay. Points, the mean of triplicate determinations in these experiments; bars, SD; Asterisks (*), *P*<0.05 versus *Luc* transfected cells in a statistical analysis with the Mann-Whitney *U* test. **B**, Results for the population in each phase of the cell cycle assessed by FACS (***left***) and phase-contrast micrographs (***right***) using HCC cell lines 72 hours after transfection of miCENTURY OX miNatural mimicking *miR-195* (***middle***) or *miR-497* (***lower***), or control *Luc* (***upper***).

We next determined modes of action on the cell cycle by FACS analysis in several HCC cell lines (Fig. 2B). The accumulation in G0/G1 phase was significant in all cell lines transfected with *miR-195*, while the effect was slightly weak in HLE and sK-Hep-1 cells transfected with *miR-497* compared with *miR-195*. These findings were consistent with results of the cell growth assays *in vitro* (Fig. 2A). Although a small increase in cells in the sub-G1 fraction was observed in Hep 3B, no remarkable change in the number of cells was observed 48 hours after transfection (Fig. 2A), indicating G1 arrest to be predominant for the cell growth-suppressive effect of *miR-195* and *miR-497* in HCC cells. Taken together, *miR-195* and *miR-497* are likely to inhibit cell growth mainly by suppressing cell cycle progression, especially in the G1 to S phase.

### Identification of the Most Significant Biological Activities Regulated by *miR-195*/*miR-497* using GO *in silico*

For exploration of signaling pathways downstream of *miR-195* and *miR-497*, we performed a genome-wide mRNA expression analysis of Hep G2 and sK-Hep-1 cells 48 hours after transfection with *miR-195, miR-497*, or control dsRNA. Among significantly altered GO terms (correlated *p*-value<0.05) in biological processes and functions selected from genes showing 2-fold changes between *miR-195* or *miR-497* transfectants and their counterparts with a false discovery value (q) <0.001 (Table S1–1 to S–4), GO terms involved in the cell cycle most frequently appeared in all conditions. This result is consistent with the inhibitory effect of *miR-195* and *miR-497* on cell cycle (Fig. 2B), suggesting molecules contributing to cell cycle regulation to be major targets for *miR-195* and *miR-497*.

### Identification of Possible *miR-195* and/or *miR-497* Targets by Ago2-IP-deep Sequencing, Expression Analyses, and Bioinformatics Analyses

To determine direct targets for *miR-195* and/or *miR-497* responsible for hepatocaricinogenesis, we performed RNA coimmunoprecipitation with anti-Ago2 antibody (Ago2-IP) for trapping overexpressed miRNA incorporated into the RNA-induced silencing complex (RISC) together with their target mRNAs in Hep G2 cells transfected with *miR-195* or *miR-497*. Profiling of miRNAs obtained from the Ago2-IP fraction by miRNA microarray analysis showed a significantly increased rate of each transfected miRNA compared with most other endogenous miRNAs in Hep G2 cells (Fig. S4), indicating transfected miRNAs to be incorporated successfully and specifically into RISC. However, miRNAs other than *miR-195* or *-497* also showed increased rates, suggesting that mRNAs trapped by RISC include targets for non-specific miRNAs as false-positives. 

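Hep G2 is a cell line derived from a human liver tumor. Its RNA was sequenced after transfection with dsRNA mimicking *miR-195*, after transfection with dsRNA mimicking *miR-497*, or without transfection. From each condition 1 Ago2-IP library (Ago2-IP-seq) and 1 total RNA library (mRNA-seq) were made, 6 libraries in all, so no spread between replicates can be given for any value of this experiment. The mimics were used at 5 nM and the cells were collected 24 hours after transfection. For the non-transfected cells the sample labels give a time of 0 hours, and the methods name none. Each library was prepared from 10 ng of Ago2-IP RNA or 3000 ng of total RNA, with or without poly-A selection, and the methods do not assign the selection to particular libraries. The authors mapped 36-base single reads to the human genome (hg19) and deposited the abundance of each gene in each library as RPKM, a read number normalized for gene length and for the number of mapped reads. The deposited values cover 21863 gene symbols, and the RPKM of the 28 symbols listed more than once were averaged.

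Read numbers are not part of the deposited values. The RPKM of a gene in the different libraries are whole multiples of steps set by gene length and library depth, and from these steps whole read numbers were inferred for 13838 of the 15487 genes tried (89.4%). On these genes 22000169 reads were inferred for total RNA of non-transfected cells, 25866463 with *miR-195* and 28618349 with *miR-497*, and 4129740, 4675660 and 2226064 reads for the Ago2-IP libraries in the same order. With gene lengths taken from the annotation, these were 88.6%, 87.9% and 92.1% of the mapped reads in total RNA and 24.5%, 34.2% and 20.8% in Ago2-IP. The 95% intervals given with single genes rest on these inferred reads and cover counting error alone, since they hold neither the variation between cultures nor the dependence of PCR copies. As target sequence the 7 bases TGCTGCT, which pair with positions 2 to 8 of both miRNAs, were searched in every annotated 3′UTR (GENCODE release 44 on GRCh37). For 18388 of the gene symbols a 3′UTR was found, 16580 under the same symbol and 1808 under an older one. A further 1628 symbols had no annotated 3′UTR and 1847 could not be matched.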

In this condition, we performed RNA sequencing using Ago2-IP RNAs (Ago2-IP-seq) along with total RNAs (mRNA-seq) from the same samples in *miR-195-*, *miR-497-*, or non-transfected Hep G2 cells, and calculated the abundance of each mRNA in the Ago2 binding fractions compared with total RNA fractions (Ago2-IP-seq/mRNA-seq of each RPKM value) in each sample (abundant-Ago2 fraction). Finally, we obtained the fold enrichment score by calculating the ratio of abundant-Ago2 fractions between *miR-195-* or *miR-497*-transfected samples and non-transfected samples.

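A fold enrichment score could be calculated for the 13749 genes with an RPKM above 0 in all 4 libraries of the *miR-195* comparison and for 13430 genes in the *miR-497* comparison, without a pseudocount. The median score was 1.38 with *miR-195*, where 10755 genes (78.2%) scored above 1. With *miR-497* the median was 0.824 and 4046 genes (30.1%) scored above 1. The middle 95% of the scores ran from 0.407 to 4.80 with *miR-195* and from 0.231 to 2.29 with *miR-497*. Both comparisons share the non-transfected libraries. Since the medians lay on opposite sides of 1, a score of 1 lies at a different place in each ranking. Of the pseudocounts and minimum RPKM values tried, a pseudocount of 1 moved the medians most, to 1.11 with *miR-195* and 0.934 with *miR-497*. Counting error alone gave the log2 score of a gene a median standard error of 0.22 with *miR-195* and 0.26 with *miR-497*. Among scored genes with inferred reads, 2257 of 12108 (18.6%) and 2457 of 11793 (20.8%) had fewer than 10 reads in at least 1 of the 4 libraries.

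**Figure D1:**
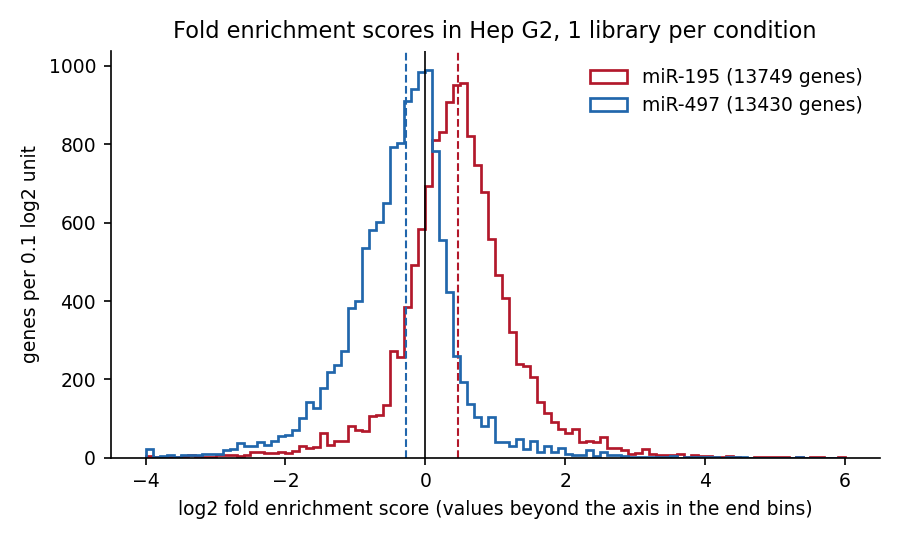
Distribution of the log2 fold enrichment score in Hep G2, as the number of genes per 0.1 log2 unit, for *miR-195* (red) and *miR-497* (blue). Dashed lines mark the medians, which correspond to scores of 1.38 and 0.824 and lie on opposite sides of the black line at a score of 1.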

In GSEA, genes selected as top 10% candidates by Ago2-IP in *miR-195* transfected cells were significantly enriched in genes downregulated by *miR-195* transfection, whereas those in *miR-497*-transfected cells were not significant (*p*<0.001 and = 0.0709607, FDR<0.001 and = 0.041126948, and normalized enrichment score = -1.7712895 and 1.1393404 for *miR-195* and *miR-497*, respectively; Fig. S4B). 

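The top 10% of the scored genes were 1375 genes with a score of at least 2.63 (median 3.44) for *miR-195* and 1343 genes with a score of at least 1.31 (median 1.65) for *miR-497*. Their median log2 change in the Ago2-IP libraries, mimic against non-transfected, was 1.63 with *miR-195* and 0.54 with *miR-497*, compared with 0.49 and -0.23 over all scored genes. Of the top genes with an annotated 3′UTR, 425 of 1217 (34.9%) carried TGCTGCT for *miR-195*, against 28.1% of all scored genes with a 3′UTR. For *miR-497* the numbers were 302 of 1063 (28.4%) against 28.1%. Genes with few reads were frequent among the highest scores. Of the top genes with inferred reads, 516 of 1227 (42.1%) for *miR-195* and 607 of 1264 (48.0%) for *miR-497* had fewer than 10 reads in at least 1 library.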

Through excluding genes without a target sequence of *miR-195* and *miR-497* in their 3′UTR, enrichment scores in GSEA were dramatically improved (*p*<0.001 and <0.001, FDR<0.001 and <0.001, and normalized enrichment score = -2.5568738 and -1.7213858 for *miR-195* and *miR-497*, respectively; Fig. S4C).

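The target sequence was present in 3533 of the 12584 scored genes with a 3′UTR for *miR-195* and in 3462 of 12305 for *miR-497*. The median score of genes with the sequence was 1.48 with *miR-195* and 0.846 with *miR-497*, compared with 1.37 and 0.808 for genes without it. On the log2 scale these differences were 0.11 and 0.07. Among 10000 random gene lists of the same size and the same distribution over 20 bins of mean expression, the middle 95% of differences ran from -0.03 to 0.03 for either miRNA. These lists describe how far a set of genes stands apart within the same libraries, and they do not take the place of replicates. The score contains the change in Ago2-IP and the change in total RNA, and without adjustment for 3′UTR length most of the difference lay in total RNA. Genes with the sequence had a median log2 change in total RNA of -0.07 with *miR-195*, against 0.04 for genes without it, and of 0.01 against 0.10 with *miR-497*. In the Ago2-IP libraries the median log2 change of genes with and without the sequence was 0.50 and 0.50 with *miR-195*, and -0.24 and -0.24 with *miR-497*. Their differences, 0.0023 and 0.0055, stood at the percentiles 62.5 and 88.2 of the matched lists. A longer site, TGCTGCTA, raised the difference in log2 score with *miR-497* to 0.24, the furthest of the alternatives with *miR-497* apart from the sequence printed in the methods. Centring the changes within bins of 3′UTR length and A+U content, an alternative chosen after seeing the data, gave differences in total RNA of -0.09 with *miR-195* and -0.05 with *miR-497*. Against genes without the sequence matched on 3′UTR length and expression, an alternative also added after seeing the data, the difference in log2 score was 0.20 with *miR-195* and, reversed in direction, -0.05 with *miR-497*. Its parts were then -0.09 in total RNA and 0.12 in Ago2-IP with *miR-195*, and 0.03 and -0.03 with *miR-497*. Centring gave differences in Ago2-IP of 0.02 with *miR-195* and 0 with *miR-497*. In log2 score the centred differences were 0.12 with *miR-195* and 0.05 with *miR-497*, so centring did not reverse the direction.

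**Figure D2:**
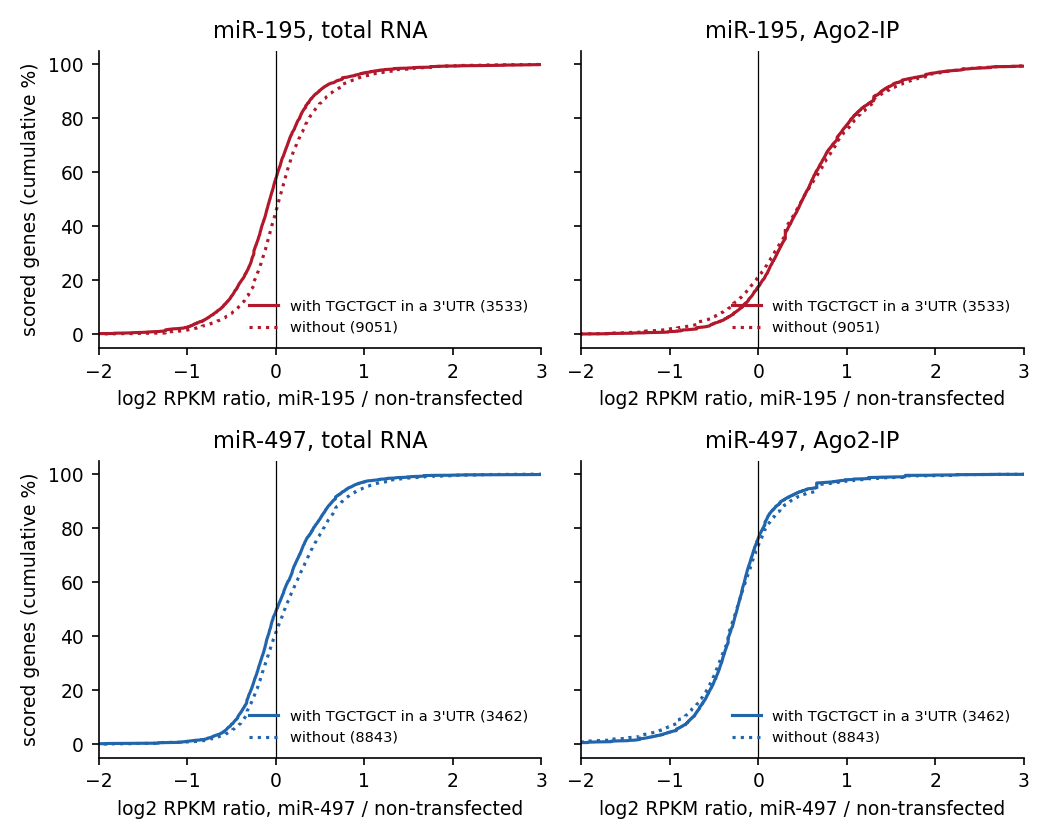
Cumulative distributions of the log2 RPKM ratio of mimic to non-transfected Hep G2 for scored genes with TGCTGCT in a 3′UTR (solid) and without (dotted), in total RNA (left) and Ago2-IP (right), for *miR-195* (top) and *miR-497* (bottom). The curves of genes with the sequence lie to the left in total RNA, with medians of -0.07 against 0.04 and 0.01 against 0.10, while in Ago2-IP they nearly coincide.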

Since the total numbers of true targets for *miR-195* and *miR-497* in Hep G2 cells are unclear, genes enriched in Ago2IP-deep sequencing with the target sequence were cut off by the most efficient rates with maximum enrichment scores in GSEA. The highest enrichment scores were detected when genes were cut off by top 8% (577 genes) or 36% (2,010 genes) for candidates of *miR-195* or *miR-497* targets, respectively (*p*<0.001 and <0.001, FDR<0.001 and <0.001, and normalized enrichment score = -2.5925288 and -1.9934999 for *miR-195* and *miR-497*, respectively; Fig. 3A and Fig. S4D). 

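Among genes with TGCTGCT in a 3′UTR, the top 8% for *miR-195* were 283 genes with a score of at least 3.02 and the top 36% for *miR-497* were 1246 genes with a score of at least 0.970. Lists as long as the paper's 577 and 2010 genes would reach down to scores of 2.33 and 0.784 and would take in 16.3% and 58.1% of the scored genes with the sequence. In the longer *miR-497* list 908 genes scored under 1, and 1102 genes with the sequence scored above 1 in all. For *miR-195*, 2996 genes with the sequence scored above 1. The paper also drew on target predictions from databases, which were not searched here. Its own lists need not end at the scores of 2.33 and 0.784. Of the 283 genes, 246 had inferred reads, the counting interval of 201 lay wholly above 1, and that of 193 wholly above the median score of all scored genes. Of the 1246 genes, 1111 had inferred reads, and the intervals of 256 and 734 lay above these limits. A pseudocount of 1 lowered the score at the *miR-195* limit to 2.16, the furthest it fell under any alternative, and left that of *miR-497* at 0.993.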

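By fold enrichment score, the genes with TGCTGCT in a 3′UTR that ranked among the highest for *miR-195* included *ARL2* (47.8), *CA2* (32.3), *ACSM5* (22.0) and *TNFSF9* (16.9). For *miR-497* the 5 highest were *NOS2* (23.7), *POF1B* (15.8), *SCN2A* (15.8), *RGPD4* (14.5) and *RARB* (14.3). Most of these rested on very few reads. *CA2* and *ACSM5* had 1 inferred read in a library of the comparison and *TNFSF9* had 2, and each of the 5 genes for *miR-497* had 1. The counting interval of *CA2* ran from 2.22 to 468 and that of *NOS2* from 0.966 to 583. No reads were inferred for *ARL2*. When only genes with an RPKM of at least 1 in all 4 libraries were ranked, the first 3 were *ARL2*, *RPS14* (12.9, counting interval 11.4 to 14.6) and *CCNE1* for *miR-195*. For *miR-497* they were *TAF12* (4.72, counting interval 2.96 to 7.51), *ARL2* (2.86) and *CCNE1*. Of the genes named here *CCNE1* and *ARL2* stood in both of these short lists. *EIF2C2*, which encodes the immunoprecipitated Ago2 protein, scored 1.52 (counting interval 1.35 to 1.72) with *miR-195* and 0.436 (0.376 to 0.506) with *miR-497*.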

The top 20 candidate targets enriched in the Ago2-IP fraction of *miR-195* or *miR-497* combined with target predictions are listed in Table S2.

**Figure 3:**
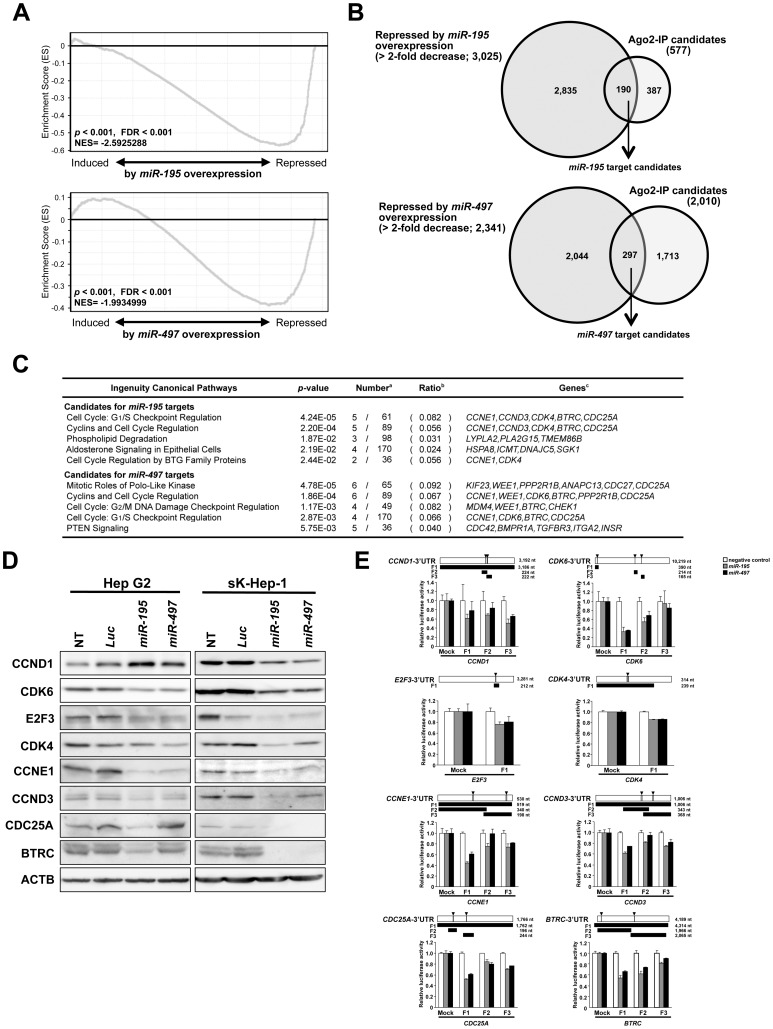
Exploration of possible direct *miR-195* and *miR-497* targets by Ago2-IP experiment. **A**, GSEA profiles of the Running Enrichment Score (ES) of genes enriched in the top 8% and 36% of candidates as target genes for *miR-195* (***upper***) and *miR-497* (***lower***) by Ago2-IP experiments along the rank of transcripts differentially expressed after transfection with *miR-195* (***left***) or *miR-497* (***right***) versus *Luc*. **B**, Outline for selecting final candidates as direct targets of *miR-195* (***upper***) and *miR-497* (***lower***) determined by a combination of Ago2-IP candidates and repressed genes by *miR-195* or *miR-497* (>2-fold decrease) in gene expression array experiments. **C,** Significantly enriched IPA canonical pathways for candidate direct target genes of *miR-195* and *miR-497*. Numbers(^a^), ratio(^b^) and genes (^c^) of candidate direct targets among all genes involved in the canonical pathway. **D**, Representative results of Western blotting of known targets, CDK6, CCND1, and E2F3, as positive controls and predicted targets, CDK4, CCNE1, CCND3, CDC25A, and BTRC, for *miR-195* and *miR-497*, 48 hours after transfection with miCENTURY OX miNatural mimicking *miR-195*, *miR-497*, or control *Luc*. **E**, 3′UTR reporter assays of a *miR-195*- and *miR-497*-nonexpressing cell line, Hep G2, 48 hours after cotransfection with pMIR-REPORT luciferase vectors containing 3′-UTR target sites (***upper***) of *CDK6, CCND1, E2F3, CDK4, CCNE1, CCND3, CDC25A*, or *BTRC*, miCENTURY OX miNatural mimicking *miR-195*, *miR-497*, or negative control, and pRL-hTK internal control vector (***lower***). Horizontal open bar, gray boxes, and black bars with arrowheads in upper panel indicate 3′-UTR, possible target sites, and regions examined in the 3′UTR reporter assay, respectively, for each gene.

In order to narrow down promising targets of *miR-195* and *miR-497*, we focused on 190 of 577 and 290 of 2,010 genes remarkably downregulated (>2-fold change) by *miR-195* and *miR-497* transfection in Hep G2 cells (Fig. 3B), respectively, and carried out a pathway analysis. All of those genes were mapped to genetic networks describing functional relationships among gene products based on known interactions as defined by the IPA tool. Consistent with our findings showing that *miR-195* and *miR-497* induced G1 arrest in HCC cells, the IPA tool identified the canonical pathway “Cell Cycle: G1/S Checkpoint Regulation” as a significantly enriched pathway for possible target genes (*p*<0.001 and *p* = 0.00287, respectively; Fig. 3C). Therefore, we focused on candidate genes involved in this pathway, such as *BTRC*, *CCND3*, *CCNE1*, *CDC25A*, *CDK4* and *CDK6* as a target for *miR-195* and *miR-497*, as functionally important direct targets in Hep G2 cells.

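All 12 genes listed in Fig. 3C for *miR-195* and all 16 listed for *miR-497* had a fold enrichment score. TGCTGCT was found in an annotated 3′UTR of 11 of the 12 genes, the exception being *HSPA8*, and of all 16. Scores ran from 2.93 to 12.6 (median 4.38) with *miR-195* and from 0.958 to 2.34 (median 1.12) with *miR-497*, where 13 of the 16 genes scored above 1. All of them scored above the median of all scored genes for their miRNA, and the counting interval lay above that median for 9 of the 12 and 14 of the 16. Among the 14 was *ANAPC13*, with 16332 inferred reads at an RPKM of 27.1 in total RNA with *miR-497*. *CDK6*, whose 3′UTR alone is 10222 bases long, had 9445 at 25.9. The reads of *ANAPC13* may therefore be inferred too high and its interval too narrow. Intervals were missing for *HSPA8*, *LYPLA2* and *PLA2G15* with *miR-195* and for *TGFBR3* with *miR-497*, for which no reads were inferred. In total RNA the median log2 change of the listed genes was -0.83 with *miR-195* and -0.64 with *miR-497*, and each of them lay under the median change of all scored genes. In Ago2-IP their median log2 change was 1.40 with *miR-195*, where 11 of the 12 lay above the median change of all scored genes. With *miR-497* it was -0.35, and 6 of the 16 lay above. The paper had selected the listed genes by this score and by a decrease of more than 2-fold on its arrays. Their high scores were thus largely fixed in advance and lower total RNA was favoured, so neither tests the selection.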

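*CCNE1* had the highest score of these 6 genes for either miRNA, 12.6 (counting interval 10.5 to 15.0) with *miR-195* and 2.34 (1.90 to 2.87) with *miR-497*. Its RPKM in Ago2-IP was 8.53 without transfection, 34.5 with *miR-195* and 9.74 with *miR-497*, and in total RNA it was 21.0, 6.76 and 10.2. The gene lies on chromosome 19 from 30302898 to 30315219 of GRCh37, and its 3′UTR of 538 bases holds TGCTGCT at 30314931 to 30314937 and at 30315169 to 30315175, each followed by an A (CTCCCGATGCTGCTATGGAAG and TTGTAAGTGCTGCTATATCTA). *CCND3* scored 6.64 (4.94 to 8.93) with *miR-195* and 0.844 (from 0.569 to beyond 1) with *miR-497*. For *CDC25A* the scores were 5.18 (4.49 to 5.97) and 0.966 (0.806 to 1.16), and for *CDK4* they were 2.96 (2.61 to 3.36) and 0.788 (0.666 to 0.933). *BTRC* scored 2.93 (2.46 to 3.50) and 1.37 (1.12 to 1.67), and *CDK6* scored 2.45 (2.33 to 2.58) and 1.52 (1.44 to 1.61). With *miR-195* the interval of each of the 6 genes lay above 1 and above the median score of all scored genes. With *miR-497* the intervals of *CCNE1*, *CDK6* and *BTRC* lay above 1, those of *CCND3* and *CDC25A* included 1, and that of *CDK4* lay under 1. The median score of all scored genes with *miR-497* was itself under 1, at 0.824. The intervals of *CCNE1*, *CDK6* and *BTRC* lay above this median, and those of *CCND3*, *CDC25A* and *CDK4* included it. In the ranking among scored genes with the target sequence, *CCNE1* was at 13, *CCND3* at 41, *CDC25A* at 82, *CDK4* at 304, *BTRC* at 313 and *CDK6* at 496 for *miR-195*. For *miR-497* the ranks in the same order were 60, 1744, 1260, 1993, 257 and 170. Of the alternatives, the Ago2-IP ratio alone moved the scores of all 6 genes furthest with *miR-195*. It took scores, for example, from 12.6 to 4.05 for *CCNE1* and from 2.45 to 1.06 for *CDK6* with *miR-195*, and to 0.753 for *CDK6* with *miR-497*. From the enrichment of this pathway among the candidate targets, the paper chooses the 6 genes as candidates for functionally important direct targets.

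**Figure D3:**
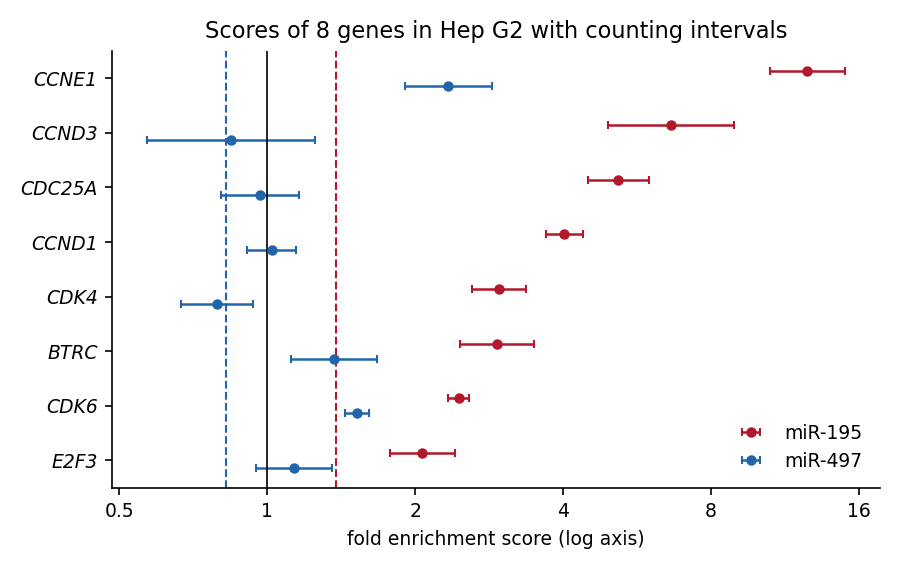
Fold enrichment scores (log axis) of the 8 genes of Table S3 in Hep G2 for *miR-195* (red) and *miR-497* (blue), with 95% counting intervals from inferred reads. Dashed lines mark the median score of all scored genes, 1.38 and 0.824, and the black line marks 1. All 8 intervals lie above 1 with *miR-195* and 3 do with *miR-497*. Above the median of their miRNA lie all 8 with *miR-195* and 5 with *miR-497*.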

### Validation of Possible Direct-targets for *miR-195*/*miR-497* Contributing to Deregulation of Cell Cycle in HCC Cells

Since several cell cycle regulators, such as *CCND1*, *CDK6* and *E2F3*, have been reported as direct targets of *miR-195* in HCC [14], we included them as positive controls in our experiments to validate predicted targets. 

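*CCND1* scored 4.02 (counting interval 3.69 to 4.38) with *miR-195* and 1.02 (0.907 to 1.15) with *miR-497*, and *E2F3* scored 2.07 (1.77 to 2.41) and 1.13 (0.949 to 1.35). The score of *CCND1* with *miR-195* came from Ago2-IP, where its RPKM rose from 11.4 to 49.4, a log2 change of 2.11, while in total RNA it went from 43.8 to 47.0, a log2 change of 0.10. The score of *CDK6* with *miR-195* came from total RNA, where its log2 change was -1.21, against 0.09 in Ago2-IP. For *E2F3* the log2 changes with *miR-195* were -0.45 in total RNA and 0.60 in Ago2-IP. Together with the other 5 genes of Table S3, the percentile of these genes among all scored genes had a median of 94.6 for *miR-195* and 77.0 for *miR-497*. Among random lists of 8 genes matched on expression, the middle 95% of the medians ran from 31.1 to 78.9 for *miR-195* and from 29.4 to 76.8 for *miR-497*. Some of these genes were chosen by the paper for their score, so the percentiles describe them and are no test of the selection. With RPKM of at least 1 required in all 4 libraries, the median for *miR-497* was 78.06 and fell within the range of the matched lists, which reached 78.07.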

We first assessed the protein expression of predicted targets 48 hours after transfection with dsRNA mimicking *miR-195* or *miR-497* into Hep G2 and sK-Hep-1 cells (Fig. 3D). A reduction in CDK6 and E2F3 proteins was observed on transfection of each of those miRNAs in both cell lines, whereas no reduction in the CCND1 protein level was observed in Hep G2 cells. Protein levels of CCNE1, BTRC, CDC25A, CCND3 and CDK4 were reduced in both *miR-195* and *miR-497* transfectants compared with their control counterparts. To determine whether *miR-195* and/or *miR-497* directly inhibit the expression of those targets, we performed 3′UTR reporter assays using reporter constructs for each target mRNA containing putative binding sites for these miRNAs (Fig. 3E). Significant reductions in luciferase activity were observed in cells cotransfected with each reporter construct for all 8 genes in *miR-195* or *miR-497* transfectants compared with mock transfectants (Fig. 3E). Taken together, *CCNE1*, *CDC25A*, *CCND3*, *CDK4* and *BTRC* seem to be novel direct targets in addition to three known targets for *miR-195* and *miR-497* in HCC cells (Fig. 4A).

**Figure 4:**
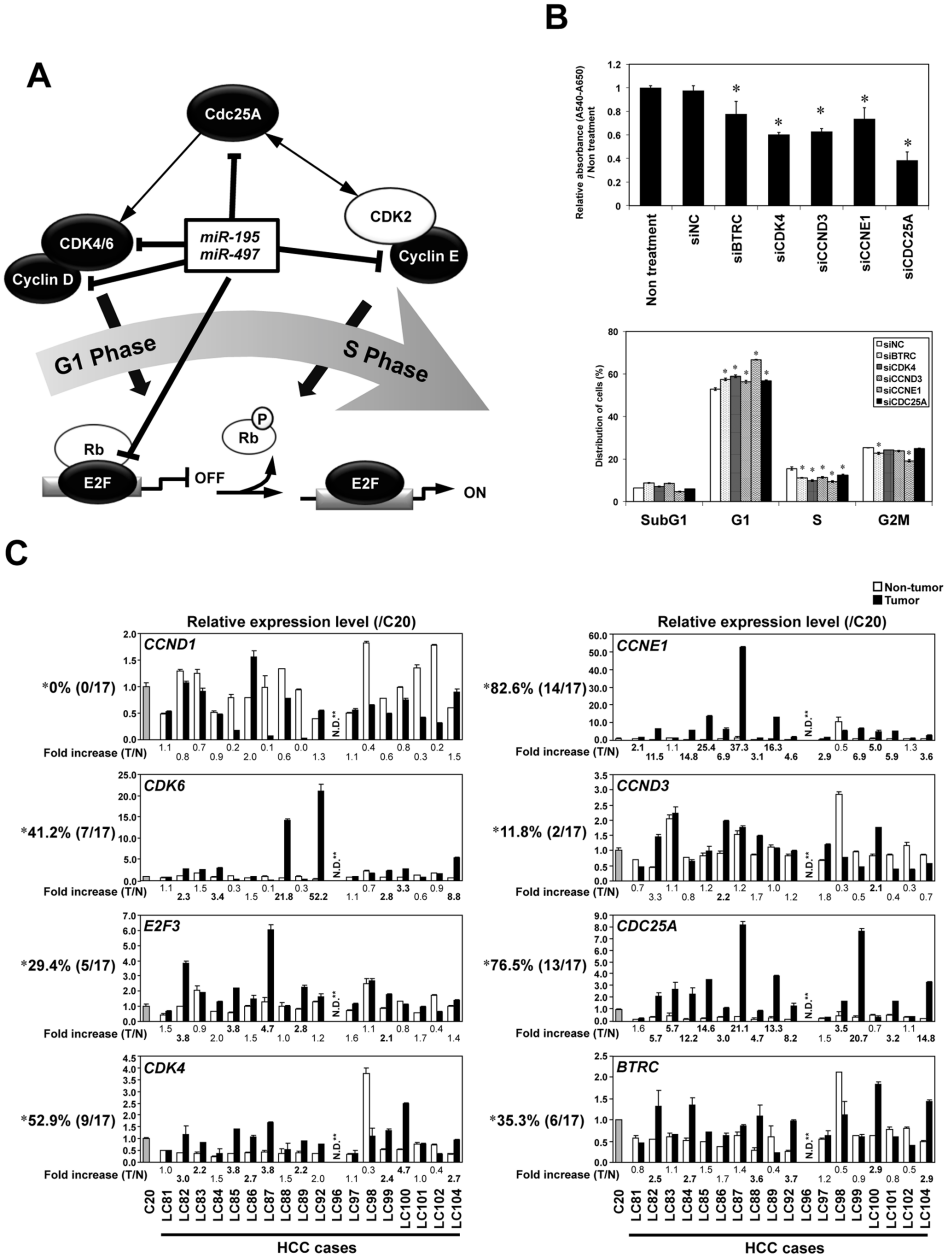
Significance of identified *miR-195* and *miR-497* targets in HCCs. A , Schema of *miR-195* and *miR-497* target genes regulating promotion of G1 to S in the cell cycle. **B,** Results of the knock down of each *miR-195* and *miR-497* target gene by siRNAs. Mean of relative growth ratio of Hep G2 72 hours after transfection of 10 nM of each siRNA (siNC, siBTRC, siCDK4, siCCND3, siCCNE1 or siCDC25A) and non-treated Hep G2 (Non treatment) were assessed by WST-8 assay in a triplicate manner (***upper***). The population in each phase of the cell cycle assessed by FACS were assessed by FACS 48 hours after siRNA transfection (***lower***) in a duplicate manner. Bars, SD. Asterisks (*), *P*<0.05 versus siNC transfected cells in a statistical analysis with the Mann-Whitney *U* test. **C**, Expression status of each target gene in primary HCC tumors (closed boxes) and paired non-tumorous liver tissues (open boxes) as compared with normal liver tissue (C20), which were used in experiments shown in Fig 1D. Asterisk (*), frequencies of primary HCC cases, in which a remarkable up-regulation of possible *miR-195* and/or miR-*497*-target mRNAs was observed in tumor tissues compared with paired non-tumorous liver tissues (>2-fold expression). NA, not available due to lack of available cDNAs for qRT-PCR analyses in the LC96 sample.

### Significance of Identified *miR-195* and *miR-497* Target Genes in HCCs

We confirm the effect of novel target genes on cell growth by knocking down gene expression using specific small interfering RNAs (siRNA). The knock down efficiency of each gene was determined by Western blotting (Fig. S5). Decreased cell growth with G1 arrest was observed by downregulation of CCNE1, CDC25A, CCND3, CDK4 or BTRC in Hep G2 cells (Fig. 4B), suggesting these genes to be functional targets (Fig. 4A). To assess the consequence of *miR-195/miR-497* and their target genes in HCC cases, we first analyzed the expression of those 8 targets genes in paired primary tissues of HCC used in Fig. 1D by qRT-PCR (Fig. 4B). Among them, only CCNE1, CDC25A and CDK4 showed >2-fold up regulation in over 50% of cases in tumorous compared with non-tumorous tissues. In addition, we also analyzed the correlation between each target gene and *miR-195* or *miR-497* expression using the data set of miRNA expression profiles in 89 primary HCV-related HCCs obtained from the database of the Broad Institute (GSE20596). Surprisingly, only the top-ranked 4 genes, CDK6, CCNE1, CDC25A and CDK4, frequently overexpressed in HCCs showed a slight significant inverse correlation with *miR-195* and *miR-497* expression (p<0.05, correlation coefficient = -0.257, -0.359, -0.315, and -0.355 for *miR-195* and -0.309, -0.299, -0.245, and -0.292 for *miR-497*, respectively; Table S3). In conclusion, CCNE1, CDC25A, and CDK4 together with CDK6 seem to be the most important factors among 8 target genes because of their frequent tumor-specific up-regulation in HCC together with significant inverse correlation with *miR-195* and *miR-497* expression in primary HCCs relevant to cell cycle progression regulated by *miR-195* and *miR-497* in HCCs.

## Discussion

In this study, we used an integrative approach to explore TS-miRNAs contributing to hepatocarcinogenesis by combining function- and expression-based screenings in a genome-wide manner using HCC cell lines, followed by a expression analysis in panels of cell lines and clinical specimens of HCC. Among potentially promising TS-miRNA candidates, we focused on *miR-195* and *miR-497* clustered at 17p13.1. Experimental as well as *in silico* analyses revealed that those miRNAs induced G1 arrest in HCC cells through inhibition of multiple cell cycle regulators as direct targets. We also tested a method for comprehensive identification of miRNA targets by coimmunoprecipitation of mRNAs with miRNA-programmed Ago2-IP-seq, and identified a set of cell cycle regulators including novel targets for *miR-497* and *miR-195*.

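Both fold enrichment scores could be calculated for 13298 genes. The top 10% for *miR-195* and the top 10% for *miR-497*, 1330 genes each, had 370 genes in common, 2.78 times the 133 that chance gives, and 90 of them carried TGCTGCT in a 3′UTR. Part of this overlap is built into the scores, since both were divided by the same non-transfected libraries. Across all genes the scores were hardly related, with a Spearman correlation of -0.07. The changes in total RNA had a Spearman correlation of 0.64 across genes and the changes in Ago2-IP one of 0.12. The values behind each of these 3 correlations share their non-transfected libraries, so a positive part is built into each. Genes are not independent replicates, so no p-value is attached to these 3 correlations. When the lists were lengthened to the top 36%, 1481 genes were shared against 1723 by chance, so the direction of the overlap depended on the length of the lists. With RPKM of at least 1 in all 4 libraries, 157 genes were shared against 85.8 by chance.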

Since *miR-195* and *miR-497* are clustered together and their targets largely overlap, these miRNAs seem to be simultaneously transcribed and jointly correlated to the same oncogenic pathways, such as cell cycle regulation in HCC, very efficiently. *MiR-195* and *miR-497* are members of the *miR-15/107* group with the seed sequence AGCAGC, which is important determinant of target recognition [28]. Among members of the *miR-15/107* group, Calin et al. [29] first made the connection between *miR-15a-16* cluster located at 13q14, a region deleted in more than half of B cell chronic lymphocytic leukemias (B-CLL) and several solid tumors, and found that both genes are deleted or downregulated in the majority of CLL. In our screenings using HCC cell lines, *miR-15a* showed TS activity in 4 of 6 cell lines together with significant downregulation in all six cell lines, meeting the requirement for 1st candidate (Fig. 1A), while *miR-16* showed infrequent TS activity and downregulation in HCC cell lines. In addition, *miR-15a* was excluded due to its infrequent tumor-specific downregulation. Among members of the *miR-15/107* group, therefore, *miR-195* and *miR-497* contribute to the pathogenesis of HCC possibly though a tumor-specific dysregulation of expression caused by a tumor-specific histone modification pattern and/or unknown regulatory mechanisms as described in the Supplementary data (Fig. S2–S3).

Our integrated approach for the identification of *miR-195* and *miR-497* targets using Ago2-IP-seq combined with expression analysis revealed that their targets were significantly enriched in cell cycle regulators consistent with their strong activity on cell growth suppression after *miR-195* or *miR-497* overexpression in HCC cell lines. As explained by the concept that the effects of a single miRNA on a specific phenotype in cancer cells are not caused by its strong effect on single target genes but reflect the enrichment of its effects on the large number of target genes involved in a specific signaling pathway [30], [31], only a weak correlation was observed between the expression of each target gene and that of *miR-195* or *miR-497* in the dataset analysis of HCC cases. However, *miR-195* and *miR-497*, can coordinately regulate many aberant components involved in the pathway of cell cycle regulation through their multi-gene-targeting capability.

Meanwhile, among the target genes for *miR-195* and *miR-497* identified in the present study, top four target genes, *CCNE1*, *CDC25A*, *CDK4* and *CDK6*, frequently upregulated in a tumor-specific manner only showed slight inverse correlation with these miRNAs in HCC tumors. These results show the novel possibility for miRNAs that, these miRNAs could preferentially target genes aberrantly expressed in HCCs when restored.

Most cancer cells show excessive proliferation with promoted expression of cell cycle regulators. Since master regulators of the cell cycle are also indispensable for normal cells, current anti-cancer therapeutic strategies have shifted to the search for single dominant oncogenes or addictive molecules showing oncogene addiction [3]. However, several issues, such as the emergence of escape mechanisms, drug resistance and tumor-individuality arising among patients without optimal ways for personalized cancer therapy, remain to be solved for successful translation of this oncogene addiction model into the effective targeted therapies. Therefore, *miR-195* and *miR-497*, may be useful for selective therapeutics, because the introduction of those miRNAs, which are essential and expressed in normal cells at basal levels, may selectively modulate aberrant tumor cell growth without gain of resistance by targeting a set of genes contributing to cell cycle progression which is commonly appeared to be enhanced in tumors. A better understanding on the functions of miRNAs in HCC would undoubtedly open new avenues for research in tumor biology.

## Materials and Methods

### Cell Lines and Primary Tumor Samples

A total of 19 HCC cell lines were maintained in appropriate media as described elsewhere [32]. To examine the restoration of mRNA expression in genes of interest, the cell lines were cultured with or without 5 µM 5-aza-2′-deoxycytidine (5-aza-dCyd) for 5 days and/or 300 nM of TSA for the last 24 hours.

A total of 18 frozen primary tumor samples and corresponding non-tumorous tissue samples were obtained from HCC patients, and two frozen normal liver tissues samples (C20, C40) were obtained from patients with hepatectomy due to metastatic liver tumor treated at Tokyo Medical and Dental University with written consent from each patient and approval by the local ethics committees of Medical Research Institute and Faculty of Medicine, TMDU. The TNM classification of the Union for International Cancer Control (UICC) was used.

### Function-based miRNA Screening

HCC cells were seeded in 24-well plates a day before transfection. Each synthetic miRNA (5 nM) in Pre-miR™ miRNA Precursor Library-Human V3 (Ambion, Austin, TX) or the control non-specific miRNA (Ambion) was transfected into cells using Lipofectamine™ RNAiMAX (Invitrogen, Carlsbad, CA) according to the manufacturer’s instructions. The numbers of viable cells were assessed 4 or 5 days after transfection by the colorimetric water-soluble tetrazolium salt (WST) assay. Results were normalized to the number of cells transfected with non-specific miRNA. Each assay was performed in duplicate.

### Microarray Analyses

Extracted total RNA was subjected to analysis using G4471A 15K Human miRNA Microarrays Ver. 3 and G4112F 44K Whole Human Genome Microarray for miRNA and mRNA expression, respectively, with standard image acquisition according to the manufacturer’s instructions (Agilent Technologies, Santa Clara, CA). Raw microarray data were normalized and analyzed using GeneSpring GX software version 11.5.1 (Agilent Technologies). All samples were analyzed twice.

### Quantitative Reverse Transcription-PCR (qRT-PCR)

Real-time qRT-PCR was performed using an ABI Prism 7500 Fast Real-time PCR System (Applied Biosystems, Foster City, CA), KAPA PROBE FAST Universal 2×qPCR master mix (Kapa Biosystems, Woburn, MA), TaqMan® Reverse Transcription Kit (Applied Biosystems), and TaqMan® MicroRNA Assays (Applied Biosystems) according to the manufacturer’s instructions [33]. All reactions were run in duplicate.

### Transfection with Synthetic miRNAs or siRNAs and Proliferation Assay

Each of miCENTURY OX miNatural mimicking *miR-195*, *miR-497*, or “microRNA control, Luciferase (GL3)” (5 nM; COSMO BIO, Tokyo, Japan) was efficiently transfected into cells as described elsewhere [33]. Each of gene-specific siRNA (Hs_CCNE1_0049, Hs_CDC25A_7714, Hs_CCND3_0184, Hs_CDK4_2490, and Hs_BTRC_9438; 10 nM; Sigma, St Louis, MO) or negative control siRNA (Mission_Negative control SIC-001, Sigma) was also efficiently transfected into cells. The numbers of viable cells 24–96 hours after transfection were assessed by WST assay. The cell cycle was evaluated 48 hours after transfection by fluorescence-activated cell sorting (FACS) as described [33].

### Ago2-IP and RNA Deep Sequencing

Ago2-IP was performed using 1×10^7^ cells 24 hours after transfection of miCENTURY OX miNatural mimicking *miR-195* or *miR-497*, or non-transfected cells, using Ago2 antibody and a microRNA Isolation Kit, human Ago2 (Wako Pure Chemical, Osaka, Japan) according to the manufacturer’s instructions. Samples for RNA-sequencing were prepared using 10 ng of Ago2-IP RNA and 3 µg of total RNA with a TrueSeq mRNA Sample Preparation Kit (illumina, San Diego, CA) with or without poly-A selection. Each of the libraries were analyzed by Genome Analyzer IIx (illumina) according to the manufacturer’s instructions. The 36-base single-read sequences were mapped to human genomic sequences (hg19) using the sequence alignment program ELANDv2. For the expression analysis, sequence reads were converted to RPKM (Reads Per Kilobase per Million mapped reads) values by using CASAVA 1.7 software (illumina).

### miRNA Target Predictions

Predicted targets of *miR-195* and *miR-497* and their sites were analyzed by searching for a possible targeting sequence (5′-ACGACGA-3′) in the 3′UTR of mRNA using the Ensembl Genome Browser (http://asia.ensembl.org/Homo_sapiens/) and Ensembl Perl API as well as by searching databases, such as MicroCosm Targets Version 5 (http://www.ebi.ac.uk/enright-srv/microcosm/htdocs/targets/v5/), microRNA.org (http://www.microrna.org/), and TargetScan (http://www.targetscan.org/).

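In the 3′UTRs of the 18379 genes with an annotated 3′UTR to which a gene of the sequencing data was matched, TGCTGCT occurred in 4584 genes (24.9%), its 8-base extension TGCTGCTA in 933 (5.08%) and the 6-base core GCTGCT in 8338 (45.4%). TGCTGCT is the reverse complement of AGCAGCA. The sequence as printed, ACGACGA, occurred in 89 of these genes (0.484%) and in none of the canonical 3′UTRs of *CDK6*, *CCND1*, *CCND3*, *CCNE1*, *CDC25A*, *E2F3*, *CDK4* and *BTRC*. TGCTGCT occurred in 7 of these 8 canonical 3′UTRs, at 11 places in all, of which 7 were followed by an A. *CDK4* carried it only in a 3′UTR of another annotated transcript. With ACGACGA as target sequence, 59 scored genes had a site for *miR-195* and 58 for *miR-497*, and the median log2 score of genes with it minus genes without it was 0.10 and -0.19.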

### Bioinformatics Analysis for Identification of miRNA Targets

Cut-off values of Ago2-IP-seq were calculated for genes with miRNA target predictions using Gene Set Enrichment Analysis (GSEA; www.broad.mit.edu/gsea). Candidate target genes were selected as an intersect of Ago2-IP-seq final candidates and downregulated genes by miRNA transfection, followed by pathway analyses using Ingenuity Pathway Analysis (IPA; Ingenuity Systems, Inc., Redwood City, CA). Detailed information for each analysis is provided in Methods S1.

### Western Blotting and 3′UTR Reporter Assay

Western blotting and 3′UTR reporter assays were performed as described elsewhere [33]. In the 3′UTR reporter assay, “microRNA control, Non-target RNA” (COSMO BIO) was used as a negative control. PCR primers designed to amplify regions of interests, and antibodies used for Western blotting are provided in Table S4 and Methods S1.

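The primer pairs for the 20 reporter regions were placed on GRCh37. A primer was accepted where at least 11 bases at its 3′ end matched exactly, or where the whole primer matched with at most 2 differences and its last 6 bases exactly, and the product had to lie within 5% or 5 bp of the listed size. In this way 13 products were placed and 7 were not, namely 3 of *CCND1*, 2 of *CDK6*, and 1 each of *CDC25A* and *BTRC*. TGCTGCT occurred in 10 of the 13 products. The F1 product of *CCNE1* on chromosome 19 from 30314690 to 30315208 (519 bp) contained 2 sites, and F2 (30314690 to 30315029) and F3 (30315011 to 30315208) contained 1 each. For *CCND3* on chromosome 6, F1 (41902672 to 41903677) and F2 (41902967 to 41903309) contained the same site, at 41903058 to 41903064, and F3 (41902672 to 41903039) contained none. The *CDC25A* products F2 (48199985 to 48200179 on chromosome 3) and F3 (48199589 to 48199831) contained 1 site each, as did the *E2F3* product on chromosome 6 (20493078 to 20493288) and the F2 and F3 products of *BTRC* on chromosome 10. The *CDK4* product (58142069 to 58142307 on chromosome 12, 239 bp) contained neither TGCTGCT nor GCTGCT. The F1 product of *CDK6* (92244065 to 92244453 on chromosome 7) contained 2 places of GCTGCT and no TGCTGCT, while the 3′UTR of *CDK6*, 10222 bases long, held TGCTGCT at 92238975 to 92238981 and at 92238065 to 92238071.

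**Figure D4:**
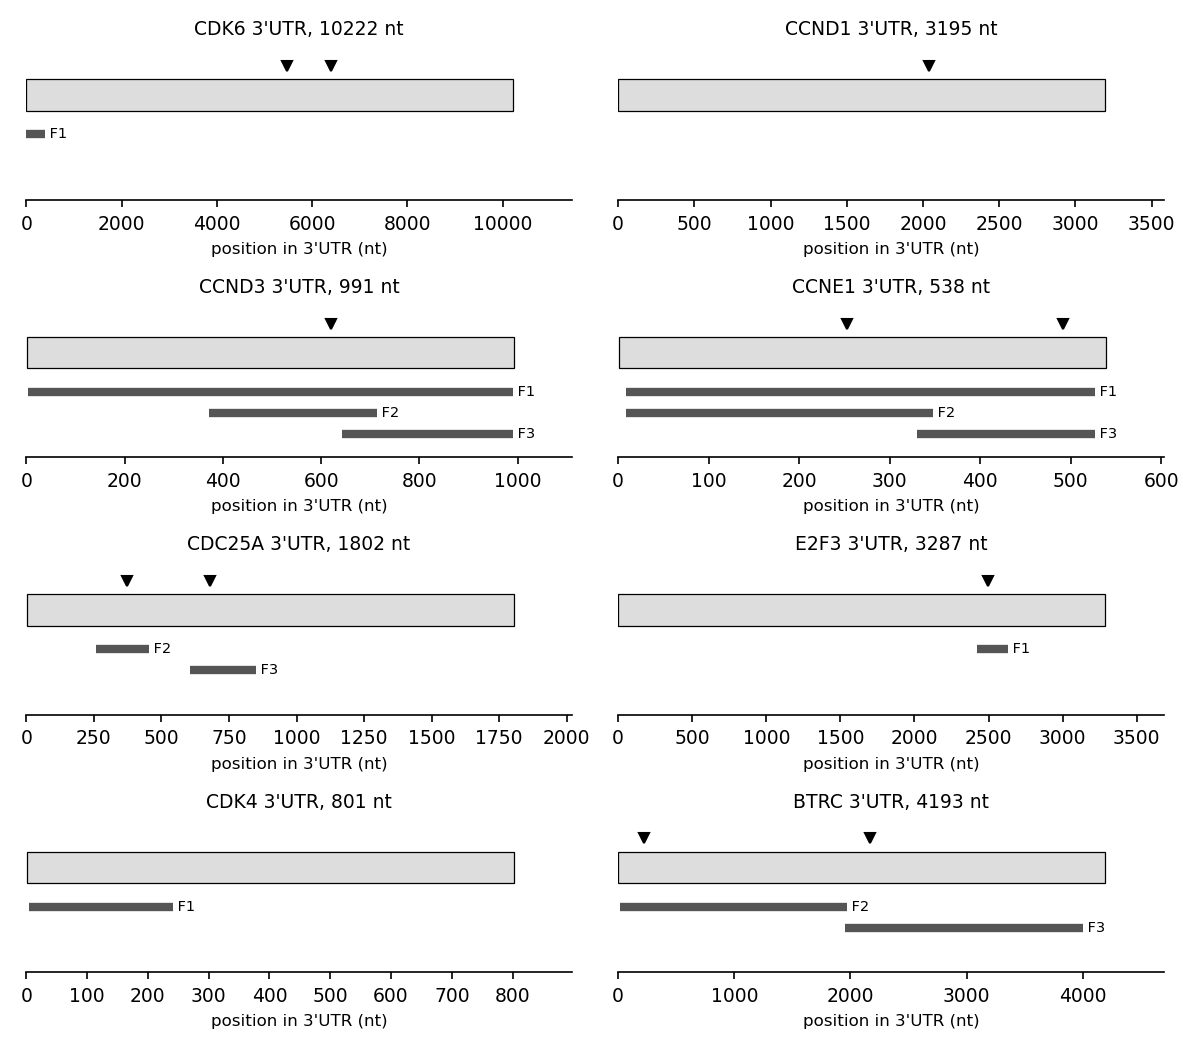
Canonical 3′UTRs of the 8 genes (open bars, positions in nucleotides from the stop codon) with TGCTGCT (triangles) and the reporter products that could be placed (dark bars). Of the 11 sites, 2 lie in the 3′UTR of *CCNE1*, and the 3′UTR of *CDK4* holds none. The 7 products that could not be placed are not drawn.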

### Data Deposition

The microarray and sequencing data from this publication have been submitted to the GEO database (http://www.ncbi.nlm.nih.gov/geo/) and assigned the identifier “GSE41081”.

## Supporting Information

Figure S1 Expression levels of seven candidate miRNAs in HCC cell lines (**A**) and in primary HCC tumors (closed boxes, **B**) and paired non-tumorous liver tissues (open boxes, **B**) as compared with normal liver tissue (C20). Asterisks (*), frequencies of HCC cell lines in which a remarkable downregulation of the expression of candidate miRNAs was observed as compared with C20 (<0.5-fold expression). Numbers under the boxes in the right panel indicate the fold increase of the expression in tumors (T) compared with paired non-tumorous liver tissue (N). Double asterisks (**), frequencies of primary HCC cases in which a remarkable down-regulation of candidate miRNA expression in tumors was observed compared with paired non-tumorous liver tissue (<0.5-fold expression).
(PDF) Click here for additional data file.

Figure S2 Analysis of expression and genomic aberrations of *miR-497* and *miR-195.* **A**, Scatter plot showing *miR-195* (x-axis) and *miR-497* (y-axis) expression status in the HCV-related HCC dataset (tumor only, ***left***) obtained from the database of Broad institute (GSE20596, http://www.broadinstitute.org/) and in our dataset used in Fig. S1B (tumors and non-tumorous tissues are filled and open plots, respectively; ***right***). Pearson’s product moment correlation coefficient (*R*) was used to assess this relationship. **B**, Genomic copy-number status around *miR-195* and *miR-497* genes determined by q-gPCR. The copy-number of *COL7A1* at 3p21.31 was used for normalization, and all results were shown as copy-number ratios relative to those of CONT1. CONT1-6 (DNA samples from normal lymphoblastoid cells) and C20 (DNA sample from normal liver) were used as normal controls. We used the data on genomic copy-numbers in regions around *miR-195*, *miR-497* and *COL7A1* in some HCC cell lines (HLE, HuH-6, Huh7, PLC/PRF/5) determined by single nucleotide polymorphism (SNP) arrays available online in SNP Array Based LOH and Copy Number Analysis of the Sanger Center Genome Project (http://www.sanger.ac.uk/genetics/CGP/) to confirm our results. *LOH was detected at *miR-195* and *miR-497* loci, **copy number changes were observed neither at *miR-195* and *miR-497* nor *COL7A1* loci, ***LOH was observed both at *miR-195* and *miR-497* and *COL7A1* alleles in the Sanger Center Genome Project, which was consistent with our result. C, Expression levels of *pri-miRNA-195* and *pri-miRNA-497* in HCC cell lines as compared with normal liver tissue (C20).
(PDF) Click here for additional data file.

Figure S3 Assessment of possible mechanisms causing downregulation of *miR-195* and *miR-497* in HCC cell lines. **A**, Schematic map of *miR-497-195* loci at 17p13.1 (black thick bar). White arrows indicate positions of *pre-miR-497* and *pre-miR-195* coding region. SwitchGear Genomics Transcription Start Sites (CHR17_M0118_R1) was marked at +1 (thin arrow). Hatched bar indicates the site of an ENCODE Transcription Factor ChIP-seq (TAF1) binding site. The regions used for promoter assay, bisulfite sequencing and ChIP-PCR are indicated white or dotted boxes, closed arrows, and gray bars, respectively. Dotted boxes indicated regions showing promoter activity in the promoter assay. **B**, Promoter assay of regions around the predicted *pri-miR-497-195* transcription start site. pGL3 basic empty vectors (mock) or constructs containing sequences of F1–4 (see Fig. S3A) were transfected into HCC cell lines without expression of *miR-497* and *miR-195* (Hep G2 and sK-Hep-1, ***left***) or with expression of *miR-195* (HuH-6, ***right***). The Luciferase activity of each construct relative to the values of pGL3-basic empty vector is shown with the mean ± SD (bars) in triplicate experiments. **C**, Effect of treatment with 5-aza-2′-deoxycytidine (5-aza-dCyd) (5 µmol/L) for 5 days and/or trichostatin A (TSA) (300 nmol/L) for the last 24 hours on expression levels of *miR-195* (***left***) and *miR-497* (***right***) in HCC cell lines determined by qRT-PCR. Results are shown with means ± SDs (bars) relative to the values for no treatment in duplicate experiments for each cell line. **D**, Representative results of bisulfite-sequencing in regions 1–5 upstream of *miR-497* and *miR-195* in *miR-497/195*-expressing normal liver (C20, ++), *miR-195*-expressing HCC cell line (+), and non-expressing HCC cell lines (−). Each circle indicates the position of the CpG site in the region. Methylated- and unmethylated-CpG sites are shown as closed and open circles, respectively. **E**, Representative results of ChIP assays showing H3K27me3 status (upper) and H3K4me3 status(lower) indicating inactive and active transcription status, respectively, within regions R1 and R2 (see Fig. S3A) in non-expressing cells(−) and *miR-195*-expressing cell (+). Results are shown with means ± SDs (bars) relative to the values for ChIP with anti-H3 antibody in duplicate experiments for each cell line.
(PDF) Click here for additional data file.

Figure S4 Validation and determination of the cut-off value for Ago2-IP experiments. **A**, Scatter plot of the miRNA expression profile in the Ago2-IP fraction for *miR-195* (***left***, y-axis) and *miR-497* (***right***, y-axis) overexpression compared with non-transfected (NT, x-axis) samples determined by miRNA expression array. Closed and open blocks indicate expression of *miR-195* and *miR-497*, respectively. **B**, GSEA profile of the Running Enrichment Score (ES) of genes shown in the top 10% of fold enrichment scores in Ago2-IP experiments for *miR-195* (***left***) or *miR-497* (***right***) along the rank of transcripts differentially expressed in *miR-195-* (***left***) or *miR-497-* (***right***) overexpression compared with control counterparts. **C**, Results of the same analysis as in Figure S3B using different gene sets, which were further selected by the presence of *miR-195* or *miR-497* predicted target sites (***left***, *miR-195*; ***right***, *miR-497*). **D**, Normalized enrichment score calculated by GSEA for all cut-off rates (%). Dotted lines indicate the cut off rates, which show maximum negative enrichment scores (8 and 36% for *miR-195* and *miR-497* experiments, respectively).
(PDF) Click here for additional data file.

Figure S5 Representative results of Western blotting of CDK4, CCNE1, CCND3, CDC25A, and BTRC 48 hours after transfection with each specific siRNA or negative control (siNC).
(PDF) Click here for additional data file.

Table S1 Primers for 3′UTR reporter assay.
(ZIP) Click here for additional data file.

Table S2 GO analysis of genes, whose expression levels were changed (>2-fold change) by *miR-195* or *miR-497* overexpression compared to control *Luc*-overexpression in Hep G2 (S2-1 or S2-2) or sK-Hep-1 (S2-3 or S2-4) cells 48 hours after transfection.
(PDF) Click here for additional data file.

Table S3 Top 20 genes ranked by the fold enrichment score in Ago2-IP-seq with miRNA target predictions.
(PDF) Click here for additional data file.

Table S4 Significance of identified candidate targets for *miR-195* and *miR-497* through Ago2-IP-seq, expression array experiments, and statistical analyses.
(PDF) Click here for additional data file.

Table S5 Primer sets for q- gPCR, promoter assay, bisulfite sequencing, and ChIP-PCR.
(PDF) Click here for additional data file.

Methods S1 (DOC) Click here for additional data file.

Dataset S1 List of candidates for growth-suppressive miRNAs determined by function-based screening.
(XLSX) Click here for additional data file.

Dataset S2 List of downregulated miRNAs in 6 HCC cell lines compared with C20 and C40 determined by miRNA expression array.
(XLSX) Click here for additional data file.

# Supplementary material for: The Tumor-Suppressive miR-497-195 Cluster Targets Multiple Cell-Cycle Regulators in Hepatocellular Carcinoma
**Source:** PLoS One. 2013 Mar 27;8(3):e60155. doi: 10.1371/journal.pone.0060155
**Supplement:** Table S1 — Primers for 3′UTR reporter assay.

**Supplementary Table 1-1 Gene ontology analysis of genes, whose expression levels were changed by *miR-195* overexpression in Hep G2 (fold change > 2.0 in *miR-195*-overexpressed cells compared with *Luc*-overexpressed cells, 48 hours)**

numbers<sup>(a)</sup>, percentile<sup>(b)</sup> and statistics<sup>(c)</sup> of gene lists upregulated or downregulated<sup>(d)</sup> after overexpression of *miR-195* among all genes<sup>(e)</sup> involved in the GO term.

# Supplementary material for: The Tumor-Suppressive miR-497-195 Cluster Targets Multiple Cell-Cycle Regulators in Hepatocellular Carcinoma
**Source:** PLoS One. 2013 Mar 27;8(3):e60155. doi: 10.1371/journal.pone.0060155
**Supplement:** Table S1 — Primers for 3′UTR reporter assay.

**Supplementary Table 1-2 Gene ontology analysis of genes, whose expression levels were changed by *miR-497* overexpression in Hep G2 (fold change > 2.0 in *miR-497*-overexpressed cells compared with *Luc*-overexpressed cells, 48 hours)**

| GO accession | GO term                                              | <i>p</i> -value <sup>c</sup> | Corrected<br><i>p</i> -value <sup>c</sup> | Genes in selection <sup>d</sup> |                | Genes in total <sup>e</sup> |                |
|--------------|------------------------------------------------------|------------------------------|-------------------------------------------|---------------------------------|----------------|-----------------------------|----------------|
|              |                                                      |                              |                                           | count <sup>a</sup>              | % <sup>b</sup> | count <sup>a</sup>          | % <sup>b</sup> |
| GO:0007049   | cell cycle                                           | 6.82E-21                     | 4.34E-16                                  | 183                             | 17.1348        | 729                         | 4.4942         |
| GO:0022402   | cell cycle process                                   | 1.71E-20                     | 5.44E-16                                  | 95                              | 8.8951         | 541                         | 3.3352         |
| GO:0022403   | cell cycle phase                                     | 9.88E-20                     | 2.09E-15                                  | 95                              | 8.8951         | 397                         | 2.4474         |
| GO:0000279   | M phase                                              | 1.40E-18                     | 2.23E-14                                  | 95                              | 8.8951         | 321                         | 1.9789         |
| GO:0007067   | mitosis                                              | 4.10E-15                     | 5.21E-11                                  | 77                              | 7.2097         | 215                         | 1.3254         |
| GO:0000087   | M phase of mitotic cell cycle                        | 5.05E-15                     | 5.35E-11                                  | 79                              | 7.3970         | 219                         | 1.3501         |
| GO:0000793   | condensed chromosome                                 | 9.98E-15                     | 9.05E-11                                  | 34                              | 3.1835         | 124                         | 0.7644         |
| GO:0000775   | chromosome, centromeric region                       | 1.65E-14                     | 1.31E-10                                  | 48                              | 4.4944         | 119                         | 0.7336         |
| GO:0000278   | mitotic cell cycle                                   | 3.99E-14                     | 2.82E-10                                  | 79                              | 7.3970         | 355                         | 2.1885         |
| GO:0000779   | condensed chromosome, centromeric region             | 2.23E-13                     | 1.42E-09                                  | 27                              | 2.5281         | 64                          | 0.3946         |
| GO:0051301   | cell division                                        | 3.60E-13                     | 2.08E-09                                  | 90                              | 8.4270         | 279                         | 1.7200         |
| GO:0000777   | condensed chromosome kinetochore                     | 1.81E-11                     | 9.59E-08                                  | 25                              | 2.3408         | 57                          | 0.3514         |
| GO:0005694   | chromosome                                           | 6.61E-11                     | 3.23E-07                                  | 81                              | 7.5843         | 433                         | 2.6694         |
| GO:0006260   | DNA replication                                      | 1.51E-10                     | 6.87E-07                                  | 57                              | 5.3371         | 186                         | 1.1467         |
| GO:0007059   | chromosome segregation                               | 5.29E-10                     | 2.24E-06                                  | 23                              | 2.1536         | 80                          | 0.4932         |
| GO:0044427   | chromosomal part                                     | 6.51E-10                     | 2.58E-06                                  | 48                              | 4.4944         | 358                         | 2.2070         |
| GO:0000776   | kinetochore                                          | 8.73E-10                     | 3.26E-06                                  | 29                              | 2.7154         | 75                          | 0.4624         |
| GO:0005699   | spindle                                              | 1.95E-09                     | 6.90E-06                                  | 43                              | 4.0262         | 142                         | 0.8754         |
| GO:0005819   | DNA metabolic process                                | 3.56E-09                     | 1.19E-05                                  | 61                              | 5.7116         | 469                         | 2.8913         |
| GO:0006259   | microtubule cytoskeleton                             | 2.43E-07                     | 7.01E-04                                  | 93                              | 8.7079         | 516                         | 3.1811         |
| GO:0005856   | cytoskeleton                                         | 2.43E-07                     | 7.01E-04                                  | 179                             | 16.7603        | 1260                        | 7.7677         |
| GO:0000819   | sister chromatid segregation                         | 2.32E-07                     | 7.01E-04                                  | 7                               | 0.6554         | 36                          | 0.2219         |
| GO:0044430   | cytoskeletal part                                    | 2.85E-07                     | 7.87E-04                                  | 91                              | 8.5206         | 847                         | 5.2216         |
| GO:0000070   | mitotic sister chromatid segregation                 | 7.15E-07                     | 1.89E-03                                  | 6                               | 0.5618         | 35                          | 0.2158         |
| GO:0016359   | microtubule-based process                            | 1.70E-06                     | 4.33E-03                                  | 11                              | 1.0300         | 250                         | 1.5412         |
| GO:0007017   | response to stress                                   | 2.46E-06                     | 6.01E-03                                  | 23                              | 2.1536         | 1474                        | 9.0870         |
| GO:0006950   | meiosis                                              | 9.38E-06                     | 2.07E-02                                  | 17                              | 1.5918         | 93                          | 0.5733         |
| GO:0051327   | M phase of meiotic cell cycle                        | 9.38E-06                     | 2.07E-02                                  | 17                              | 1.5918         | 93                          | 0.5733         |
| GO:0005876   | spindle microtubule                                  | 9.43E-06                     | 2.07E-02                                  | 12                              | 1.1236         | 28                          | 0.1726         |
| GO:0000226   | microtubule cytoskeleton organization and biogenesis | 1.00E-05                     | 2.12E-02                                  | 9                               | 0.8427         | 130                         | 0.8014         |
| GO:0005874   | microtubule                                          | 1.25E-05                     | 0.024846                                  | 73                              | 6.8352         | 254                         | 1.5659         |
| GO:0051321   | meiotic cell cycle                                   | 1.24E-05                     | 0.024846                                  | 17                              | 1.5918         | 94                          | 0.5795         |
| GO:0005737   | cytoplasm                                            | 2.10E-05                     | 0.040492                                  | 835                             | 78.1835        | 7017                        | 43.2587        |
| GO:0043228   | non-membrane-bounded organelle                       | 2.52E-05                     | 0.045734                                  | 251                             | 23.5019        | 2387                        | 14.7155        |
| GO:0043232   | intracellular non-membrane-bounded organelle         | 2.52E-05                     | 0.045734                                  | 251                             | 23.5019        | 2387                        | 14.7155        |
| GO:0003824   | catalytic activity                                   | 3.65E-05                     | 0.064492                                  | 21                              | 1.9663         | 4751                        | 29.2892        |
| GO:0022616   | DNA strand elongation                                | 5.00E-05                     | 0.083515                                  | 1                               | 0.0936         | 6                           | 0.0370         |
| GO:0051726   | regulation of cell cycle                             | 4.89E-05                     | 0.083515                                  | 10                              | 0.9363         | 297                         | 1.8310         |
| GO:0000074   |                                                      |                              |                                           |                                 |                |                             |                |

numbers<sup>(a)</sup>, percentile<sup>(b)</sup> and statistics<sup>(c)</sup> of gene lists upregulated or downregulated<sup>(d)</sup> after overexpression of *miR-497* among all genes<sup>(e)</sup> involved in the GO term.

# Supplementary material for: The Tumor-Suppressive miR-497-195 Cluster Targets Multiple Cell-Cycle Regulators in Hepatocellular Carcinoma
**Source:** PLoS One. 2013 Mar 27;8(3):e60155. doi: 10.1371/journal.pone.0060155
**Supplement:** Table S1 — Primers for 3′UTR reporter assay.

Supplementary Table 1-3 Gene ontology analysis of genes, whose expression levels were changed

by *miR-195* overexpression in sK-Hep-1 (fold change > 2.0 in *miR-195*-overexpressed cells compared with *Luc*-overexpressed cells, 48 hours)

numbers(<sup>a</sup>), percentile(<sup>b</sup>) and statistics(<sup>c</sup>) of gene lists upregulated or downregulated(<sup>d</sup>) after overexpression of *miR-195* among all genes(<sup>e</sup>) involved in the GO term.

# Supplementary material for: The Tumor-Suppressive miR-497-195 Cluster Targets Multiple Cell-Cycle Regulators in Hepatocellular Carcinoma
**Source:** PLoS One. 2013 Mar 27;8(3):e60155. doi: 10.1371/journal.pone.0060155
**Supplement:** Table S1 — Primers for 3′UTR reporter assay.

Supplementary Table 1-4 Gene ontology analysis of genes, whose expression levels were changed

by *miR-497* overexpression in sK-Hep-1 (fold change > 2.0 in *miR-497*-overexpressed cells compared with *Luc*-overexpressed cells, 48 hours)

numbers(\*), percentile(\*) and statistics(\*) of gene lists upregulated or downregulated(\*) after overexpression of *miR-497* among all genes(\*) involved in the GO term.

# Supplementary material for: The Tumor-Suppressive miR-497-195 Cluster Targets Multiple Cell-Cycle Regulators in Hepatocellular Carcinoma
**Source:** PLoS One. 2013 Mar 27;8(3):e60155. doi: 10.1371/journal.pone.0060155
**Supplement:** Table S3 — Top 20 genes ranked by the fold enrichment score in Ago2-IP-seq with miRNA target predictions.

Supplementary Table S3 Significance of identified target genes for *miR-195* and *miR-497* in Ago2-IP-seq, expression array experiments, and statistical analysis

| GeneName      | Ago2-IP-seq in Hep G2 |      |                  |      | Expression array (log2 ratio vs control transfectants) |                |                |                | Correlation of expression in HCC primary cases* |             |                          |             |
|---------------|-----------------------|------|------------------|------|--------------------------------------------------------|----------------|----------------|----------------|-------------------------------------------------|-------------|--------------------------|-------------|
|               | <i>miR-195</i>        |      | <i>miR-497</i>   |      | Hep G2                                                 |                | sK-Hep-1       |                | <i>miR-195</i>                                  |             | <i>miR-497</i>           |             |
|               | fold enrichment       | rank | fold enrichment  | rank | <i>miR-195</i>                                         | <i>miR-497</i> | <i>miR-195</i> | <i>miR-497</i> | correlation coefficient*                        | p-value     | correlation coefficient* | p-value     |
| <i>CDK6</i>   | 2.4518615             | 553  | <b>1.5193529</b> | 210  | -1.22087                                               | -1.32380       | -1.40482       | -1.41466       | <b>-0.2570845</b>                               | <b>0.02</b> | <b>-0.3091761</b>        | <b>0.00</b> |
| <i>CCND1</i>  | <b>4.0197213</b>      | 184  | <b>1.0197937</b> | 915  | -0.05767                                               | -0.77935       | -1.56689       | -1.33998       | 0.2661775                                       | 0.01        | 0.2611633                | 0.01        |
| <i>CCND3</i>  | <b>6.6434619</b>      | 50   | 0.8435109        | 1451 | -2.97051                                               | -2.52965       | -3.06233       | -1.76106       | 0.0859502                                       | 0.42        | 0.0988667                | 0.36        |
| <i>CCNE1</i>  | <b>12.5615966</b>     | 14   | <b>2.3372704</b> | 78   | -1.71522                                               | -1.41478       | -1.94184       | -1.06548       | <b>-0.3586009</b>                               | <b>0.00</b> | <b>-0.2994528</b>        | <b>0.00</b> |
| <i>CDC25A</i> | <b>5.1771055</b>      | 97   | <b>0.9662803</b> | 1075 | -4.73985                                               | -3.18519       | -5.11893       | -2.39788       | <b>-0.3153836</b>                               | <b>0.00</b> | <b>-0.2454694</b>        | <b>0.02</b> |
| <i>E2F3</i>   | 2.0676892             | 785  | <b>1.1333364</b> | 595  | -0.25458                                               | -0.48169       | -0.60576       | -0.22030       | <b>-0.2677048</b>                               | <b>0.01</b> | -0.1685326               | 0.11        |
| <i>CDK4</i>   | <b>2.9600333</b>      | 359  | 0.7883319        | 1635 | -1.73786                                               | -0.95476       | -1.77535       | -0.80360       | <b>-0.3554960</b>                               | <b>0.00</b> | <b>-0.2923810</b>        | <b>0.01</b> |
| <i>BTRC</i>   | <b>2.9344809</b>      | 371  | 1.3661312        | 309  | -2.11719                                               | -1.65169       | -1.12690       | -0.99834       | -0.1901542                                      | 0.07        | -0.1282887               | 0.23        |

\*Pearson's product-moment correlation coefficient were calculated for *miR-195* or *miR-497* and each target genes from dataset of HCC primary cases (GSE20596)

# Supplementary material for: The Tumor-Suppressive miR-497-195 Cluster Targets Multiple Cell-Cycle Regulators in Hepatocellular Carcinoma
**Source:** PLoS One. 2013 Mar 27;8(3):e60155. doi: 10.1371/journal.pone.0060155
**Supplement:** Table S4 — Significance of identified candidate targets for miR-195 and miR-497 through Ago2-IP-seq, expression array experiments, and statistical analyses.

Supplementary Table S4 Primers for 3'UTR reporter assays

| Target gene   | Region | Forward primer for 5' to 3'     | Reverse primer for 5' to 3'        | Product size |
|---------------|--------|---------------------------------|------------------------------------|--------------|
| <b>CCND1</b>  | F1     | TTGAGCTCAGGCAGGCGGGCGCCA        | TTGAGCTCTCCCTCCTCTCCGGAGCA         | 3,186 bp     |
|               | F2     | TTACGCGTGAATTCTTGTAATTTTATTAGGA | TTAAGCTTAGATACACAGAAGCGATGTGA      | 224 bp       |
|               | F3     | TTACGCGTTCACATCGCTTCTGTGTATCT   | TTAAGCTTGCTGTTTCACAATACCTCATG      | 222 bp       |
| <b>CDK6</b>   | F1     | TTACGCGTGGCCTCAGCAGCCGCCT       | TTAAGCTTACCAAATCAGGCCCGGCA         | 390 bp       |
|               | F2     | TTACGCGTTCTAGATTAAACAGGCTTAGT   | TTAAGCTTGATGTGCTACTCATTGCT         | 214 bp       |
|               | F3     | TTACGCGTGCCGGTGCCTGAAATTATGT    | TTAGCTTTCGGAGAATTGTGTTGACT         | 165 bp       |
| <b>E2F3</b>   | F1     | TTACGCGTACAAAGTGGGTTAGTACTACA   | TTAAGCTTACATATAAACACACTCCTAACA     | 212 bp       |
| <b>CDK4</b>   | F1     | TTACGCGTGCAATGGAGTGGCTGCCA      | AAGCTTATAAAGGTAGGGAAAGGGACA        | 239 bp       |
| <b>CCNE1</b>  | F1     | TTGAGCTCCCATCCTTCTCCACCAAAGA    | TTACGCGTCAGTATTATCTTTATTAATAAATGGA | 519 bp       |
|               | F2     | TTGAGCTCCCATCCTTCTCCACCAAAGA    | TTACGCGTACACCTGCGAGGAGAGCCA        | 340 bp       |
|               | F3     | TTGAGCTCTGGCTCTCCTCGCAGGTGT     | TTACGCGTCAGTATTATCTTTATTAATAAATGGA | 198 bp       |
| <b>CCND3</b>  | F1     | TTACGCGTCCCTGGAGAGGCCCTCT       | TTAAGCTTCCAAGAAGCCAAGGCCAGT        | 1,006 bp     |
|               | F2     | TTACGCGTCTTCTAAAGGTGTTGTCCCT    | TTAAGCTTCAGGGTTACCACCACTTGT        | 343 bp       |
|               | F3     | TTACGCGTATTAATTGCTTTGAGCACAACT  | TTAAGCTTCCAAGAAGCCAAGGCCAGT        | 368 bp       |
| <b>CDC25A</b> | F1     | TTACGCGTCGGCAGGACCAGCCAGCA      | TTAAGCTTGGGTTCAAGATCTTTATTTTCA     | 1,762 bp     |
|               | F2     | TTACGCGTGTCAAGCTGCTCTGAGCCA     | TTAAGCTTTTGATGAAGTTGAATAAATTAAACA  | 196 bp       |
|               | F3     | TTACGCGTACCTGTTATAAGTTATCGGACA  | TTAAGCTTCTCCTATACCAGCCAATGTCA      | 244 bp       |
| <b>BTRC</b>   | F1     | TTGAGCTCCACTCTGTCTACGGACCCT     | TTACGCGTCACACTCCATTATCATGATCCT     | 4,314 bp     |
|               | F2     | TTGAGCTCGACCTCATACTTGCCCAGGA    | TTACGCGTTGGCCAAGTAGAAAACATTTCT     | 1,966 bp     |
|               | F3     | TTGAGCTCAGAAATGTTTCTACTTGGCCA   | TTACGCGTGAAAGCTCTCGGGGAAGCT        | 2,065 bp     |

# Supplementary material for: The Tumor-Suppressive miR-497-195 Cluster Targets Multiple Cell-Cycle Regulators in Hepatocellular Carcinoma
**Source:** PLoS One. 2013 Mar 27;8(3):e60155. doi: 10.1371/journal.pone.0060155
**Supplement:** Table S5 — Primer sets for q- gPCR, promoter assay, bisulfite sequencing, and ChIP-PCR.

**Supplementary Table S5 Primers for Genomic real-time PCR, Promoter assay, Bisulfite sequencing, and ChIP-PCR**

| Assay name                  | Region                | Forward primer for 5' to 3'    | Reverse primer for 5' to 3'  | Product size    |
|-----------------------------|-----------------------|--------------------------------|------------------------------|-----------------|
| <b>Genomic realtime PCR</b> | <b><i>miR-497</i></b> | TCCCTGGTTCCTCCCAA              | TGAAAGGAAGAGAGCACATAGCA      | <b>121 bp</b>   |
|                             | <b><i>miR-195</i></b> | TGTAAGCACCCCTCTAAATCTCC        | TGGGCAACAAAGACTCCACTT        | <b>108 bp</b>   |
| <b>Promoter assay</b>       | <b>F1</b>             | TTACGCGTAGCTAAGGGATAATCATAAGGT | TTAAGCTTCTCCCCTGAGATCCTGGT   | <b>1,332 bp</b> |
|                             | <b>F2</b>             | TTACGCGTACTGGGAGTGTGGGTGAGA    | TTAAGCTTCTCCCCTGAGATCCTGGT   | <b>899 bp</b>   |
|                             | <b>F3</b>             | TTACGCGTACCAGGATCTCAGGGGAGA    | TTAAGCTTGAAAGGAAGAGAGCACATAG | <b>1,381 bp</b> |
|                             | <b>F4</b>             | TTACGCGTCTATGTGCTCTCTCTTCA     | TTAAGCTTACCACCCTGCCTGGAGCA   | <b>430 bp</b>   |
| <b>Bisulfite sequence</b>   | <b>1</b>              | GTTTAGGATTTGAAGGGAGAAA         | TTTAAAAATCACTCCCTCCTTC       | <b>719 bp</b>   |
|                             | <b>2</b>              | GAAGGAGGGAGTGATTTTAAA          | TCTCCCCTAAATCCTAATCC         | <b>503 bp</b>   |
|                             | <b>3</b>              | TTTAGGGGAGAGTAGTTGAGGT         | CTCAAAAAACAAATCCAAAAA        | <b>583 bp</b>   |
|                             | <b>4</b>              | GTTTTGGTTTTTGATTTTGTT          | AAAAACCAACACACTACCTCCT       | <b>554 bp</b>   |
|                             | <b>5</b>              | TAGGAGGTAGTGTTGGTTTT           | AAATACTTACATACCCACCCCT       | <b>509 bp</b>   |
| <b>ChIP-PCR</b>             | <b>R1</b>             | CAACAGCAATGGCAGATTCC           | AAAGCCCGTTCCTCCCTTC          | <b>360 bp</b>   |
|                             | <b>R2</b>             | AAATTGGCATCGGGACAGAG           | TCCTGGACTAGCTCCCCAAA         | <b>343 bp</b>   |

# Supplementary material for: The Tumor-Suppressive miR-497-195 Cluster Targets Multiple Cell-Cycle Regulators in Hepatocellular Carcinoma
**Source:** PLoS One. 2013 Mar 27;8(3):e60155. doi: 10.1371/journal.pone.0060155
**Supplement:** Methods S1

**Supplementary Methods S1**

**Genomic copy-number analysis by real-time genomic PCR**

Genomic copy-numbers of the region around *miR-195* and *miR-497* were assessed by SYBR Green q-gPCR with the KAPA SYBR FAST Universal 2×qPCR master mix (Kapa Biosystems) on an ABI Prism 7900 Sequence Detection System (Applied Biosystems). DNAs from one normal liver (C20) and six normal lymphoblastoid cell lines (CONT1-6) were used as controls. *COL7A1*, mapped to 3q21, was selected as a control for single copy genes . The primer pairs used for *miR-195* and *miR-497* are listed in Supplementary Table S5.

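The *miR-497* primer pair of this table amplifies 121 bp on chromosome 17 of GRCh37, from 6921344 to 6921464. This product lies inside *MIR497HG*, the annotated host gene of the cluster, a lncRNA gene on the minus strand from 6919137 to 6922978. The *miR-195* pair could not be placed with the listed size. *MIR497HG* does not appear under this symbol among the genes of the RNA sequencing data, so these give no value for the host gene.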

All results were analyzed on a standard curve derived from known concentrations of DNA samples. DNA from six normal lymphoblastoid cell lines was included in each assay, and the mean value was used to normalize the data and correct for inter-assay variation. The copy-numbers around *miR-195* and *miR-497* were calculated by dividing those values by the *COL7A1* values as described elsewhere . Values around <0.5 in ratio of controls were considered to represent heterozygous loss.

**Promoter assay**

Genomic DNA fragments of interest were obtained by PCR (Supplementary Table S5) and ligated into the vector pGL3-Basic (Promega, Madison, WI). An equal amount of each construct or an empty pGL3-Basic vector was introduced into cells along with an internal control vector (pRL-hTK, Promega) using Lipofectamine 2000 (Invitrogen, Carlsbad, CA) according to the manufacturer’s instructions. Firefly luciferase and *Renilla* luciferase activities were measured 48 hours after transfection using the Dual-Luciferase Reporter Assay System (Promega), and relative luciferase activity was calculated and normalized versus *Renilla* luciferase activity.

**Bisulfite sequencing**

Genomic DNA was treated with sodium bisulfite using an EZ DNA Methylation KitTM (Zymo Research, Orange, CA) according to the manufacturer’s instructions and subjected to a polymerase chain reaction (PCR) using primer sets designed to amplify regions of interest (Supplementary Table S5). 　For the bisulfite sequencing analysis, the PCR products were subcloned and then sequenced.

**Chromatin immunoprecipitation (ChIP) assay**

Cells were plated into 15-cm dishes at a density of 107 cells per dish the day before cell fixation. After 24 hours, cells were fixed with 37% formaldehyde for 5 min, and ChIP assays were carried out using a ChIP-IT Express Enzymatic kit (Active Motif, Carlsbad, CA) and anti-H3K27me3, anti-H3K4me3 and anti-H3 antibodies according to the manufacturer’s instructions. Concentrations of ChIP-enriched DNA samples were normalized and subjected to qRT-PCR analysis with KAPA SYBR FAST Universal 2×qPCR master mix (Kapa Biosystems, Woburn, MA) on an ABI Prism 7900 Sequence Detection System (Applied Biosystems). Fold enrichment values by ChIP were assessed for H3K27me3 and H3K4me3 relative to H3 in genomic regions R1 and R2 (Supplementary Table S5).

**Gene Ontology (GO) analysis**

Fold changes of expression of each gene in cells 48 hours after transfection with miCENTURY OX miNatural mimicking *miR-195* or *miR-497* compared with that in control dsRNA-transfected counterparts were calculated by GeneSpring GX software version 11.5.1 (Agilent Technologies). Using the GeneSpring Gene Ontology Analysis feature, the significantly downregulated/upregulated (>2.0-fold) genes by *miR-195* or *miR-497* transfection were categorized into specific biological processes defined by the GeneSpring Gene Ontology Database. Each process, which contains significant genes, was ranked in significance, using a *p*-value overlap of experimentally significant genes with known genes in each biological process.

**Bioinformatic analysis for miRNA target identification**

Gene Set Enrichment Analysis (GSEA, www.broad.mit.edu/gsea) was performed with a false discovery rate (FDR) of 1% using gene lists of Ago2-IP candidates and gene expression profiling data changing after miRNA overexpression to statistically confirm the enrichment of Ago2-IP candidates in the group of genes downregulated by miRNA overexpression among total genes by the notion that target genes of miRNA should be downregulated by miRNA overexpression. Then pathway analyses were conducted on gene intersection of Ago2-IP candidates and downregulated genes after miRNA overexpression (>2.0-fold) using an Ingenuity Pathway Analysis (IPA, www.ingenity.com).

**Antibodies**

Antibodies used for western blotting were anti-cyclin D1 (CCND1; Cell Signaling Technology, Beverly,MA), anti-cyclin D3 (CCND3; Proteintech Group, Chicago, IL), anti-cyclin E1(CCND3; Proteintech Group), anti-cyclin-dependent kinase 6 (CDK6; Cell Signaling Technology), anti-cyclin-dependent kinase 4 (CDK4; Cell Signaling Technology), anti-E2F transcription factor 3 (E2F3; Upstate,), anti-cell division cycle 25 homolog A (CDC25A; Cell signaling), anti-beta-transducin repeat containing E3 ubiquitin protein ligase (BTRC; Cell signaling), and anti-beta-actin (Sigma).

**Supporting References**

1. Kozaki K, Imoto I, Pimkhaokham A, Hasegawa S, Tsuda H, Omura K, Inazawa J. PIK3CA mutation is an oncogenic aberration at advanced stages of oral squamous cell carcinoma. Cancer Sci. 2006;97:1351-1358.

How the deposited data were processed for this re-analysis (not part of the article)

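RNA of Hep G2 cells was measured in 6 libraries, 1 Ago2-IP library and 1 total RNA library from each of 3 conditions: transfection with a *miR-195* mimic, transfection with a *miR-497* mimic (both at 5 nM, collected at 24 hours) and no transfection. The authors mapped 36-base single reads to hg19 with ELANDv2, converted them to RPKM with CASAVA 1.7 and deposited 1 RPKM value per gene and library, without ratios or tests. The methods do not name the gene annotation, the read filters or the libraries that had poly-A selection. The RPKM values were used as deposited, with no further normalization in the main setting. Each of the 6 value columns was matched to its library, and 0 columns were left unmatched. The deposited list has 21891 lines for 21863 gene symbols, and the lines of the 28 symbols listed more than once were averaged.

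The fold enrichment score was calculated as the paper defines it, the ratio of Ago2-IP RPKM to total RNA RPKM with a mimic divided by the same ratio without transfection. Genes with an RPKM above 0 in all 4 libraries of a comparison were scored. A target site was the sequence TGCTGCT in any 3′UTR of a protein-coding transcript in GENCODE release 44 on GRCh37, the assembly also called hg19, read from the genome sequence. Symbols were matched to the annotation directly or, where that failed, through a unique older symbol.

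Read numbers were inferred from the RPKM values. In a library 1 read is worth a fixed step divided by the gene's length, so the RPKM of a gene in the 6 libraries stand in the ratio of whole numbers once each is divided by its library's step, and the smallest whole numbers in that ratio were taken. This succeeded for 13838 of 15487 genes with values above 0 in at least 3 libraries. The lengths this implies lay within 1.5-fold of an annotated transcript for 89.2% of the 9103 genes compared. On simulated reads with random gene lengths, whole numbers were found for nearly all of 13340 genes and were equal to the simulated reads for 97.5% of those. Counting intervals of 95% assume independent reads in each library and were placed on the log scale. They hold no variation between cultures or libraries, and no interval was given where no reads were inferred.

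With 1 library per condition no test between conditions was possible, and no p-values were calculated. Sets of genes were described by their median and by its percentile among 10000 random lists of the same size drawn with fixed seeds from the same scored genes, with the same number of genes in each of 20 bins of mean log2 RPKM. A set was said to stand apart when it lay outside the middle 95% of these lists. All 16384 words of 7 bases were ranked by the median log2 change in total RNA of genes with the word in a 3′UTR minus genes without it, for words found in at least 200 scored genes. Single genes were named by a rule set before the data were examined: the 8 genes of Table S3, the genes listed in Fig. 3C, the 5 highest scores per mimic among genes with a site, the 3 highest among those with an RPKM of at least 1 in all 4 libraries, *EIF2C2* and *MIR497HG*. Not every gene this rule selects is named in the text. RMRP and the histone genes, named in the closing section, were chosen after their values were seen.

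The procedures were tested on simulated data. Of 200 genes given a log2 score of 2 among 10640 simulated genes, 100% fell in the top 10%, with a median log2 score of 2.01. The 200 were drawn only from genes with many reads in each library, and the simulated reads varied by counting error alone. Recovery of genes with few reads, which are frequent among the highest scores, was therefore not tested. Of 100 unchanged random lists, 95 lay within the middle 95% of the matched lists, and 99 of 100 lists lowered by 0.1 lay under it. For 12584 simulated genes whose total RNA change depended on base composition, the site word ranked at 7032 after centring when the site had no effect and at 39 when it lowered the change by 0.1.

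Alternatives set before the data were examined were pseudocounts of 0.1 and 1, minimum RPKM of 1 in all 4 libraries or in non-transfected total RNA, lines of one symbol kept apart, sites of 6 and 8 bases, the sequence ACGACGA, lists of the top 8% and top 36%, scaling of each library by its median RPKM, and the Ago2-IP ratio alone. Centring within bins of 3′UTR length and A+U content was added after the word ranks had been seen, and matching of genes without a site on 3′UTR length and expression was added as an alternative after its values had been seen. Reporter and genomic PCR products were placed on GRCh37 from the primers listed in the supplementary tables. The rule for accepting a primer was loosened after the first placements had been seen, because printed primers differed from the genome in single bases. The expression arrays of the paper, its GSEA and its pathway analysis were not analysed here. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, matplotlib 3.10.9 and samtools 1.23.1.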

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

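The comparison of median scores after rescaling was chosen only after the medians had been seen. The tests on RMRP, on the histone genes and on base composition were written down before their own values were computed, but the patterns they address had been noticed first.

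The median fold enrichment score was 1.38 with *miR-195* and 0.824 with *miR-497*, so the bulk of genes moved in opposite directions in the comparisons with the same non-transfected cells. The difference was not tested, since there was 1 library per condition. A candidate explanation is technical. The RPKM were scaled to all mapped reads, and inferred reads on genes made up 34.2% of mapped reads in the Ago2-IP library of *miR-195* but 20.8% in that of *miR-497*. After each library was divided by its summed RPKM, the medians were 0.868 and 0.956, and the ratio of the *miR-195* median to the *miR-497* median went from 1.68 to 0.908. This division is 1 factor for all genes of a comparison, 1.59 and 0.861, so it measures the shift and cannot tell a technical cause from a biological one. A second test asked whether the *miR-195* Ago2-IP library held more mRNA not bound by Ago2. Among the 8763 genes with no site and values in all 6 libraries, the Ago2-IP change with *miR-195* rose with the ratio of total RNA to Ago2-IP in the *miR-497* libraries (Spearman correlation 0.511 across genes). The same correlation with the miRNAs exchanged was -0.04. Over all scored genes with a 3′UTR, the Ago2-IP change with *miR-195* fell with the A+U content of the 3′UTR (Spearman correlation -0.46). With *miR-497* the total RNA change fell with it (-0.63) and the Ago2-IP change rose (0.19). Base composition was not held fixed in the second test. The correlation of 0.511 leaves the second explanation open and cannot tell it from a trend with composition. Neither explanation can be told apart from a different effect of the mimics on Ago2 binding. The level of 1 in these scores therefore carries no fixed meaning across the comparisons.

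RMRP, the RNA component of an RNase and not a gene the paper discusses, had the highest RPKM of all genes in each Ago2-IP library: 4826 without transfection, 5600 with *miR-195* and 3511 with *miR-497*. In total RNA its RPKM was 1.96, 5.34 and 34.0. In the Ago2-IP libraries 13.9%, 17.2% and 19.6% of the summed RPKM fell on 359 listed small structured RNAs, against 0.475%, 0.456% and 0.469% in total RNA. The tested explanation was poly-A selection of the total RNA libraries alone. The mRNAs of replication-dependent histone genes have no poly-A tail. In non-transfected cells the median log2 ratio of Ago2-IP to total RNA of 31 such genes was 3.95, against -1.45 for matched lists, at the percentile 100. This is consistent with poly-A selection in the total RNA libraries and none in the Ago2-IP libraries. Binding of RMRP by Ago2 was not tested and cannot be told apart from carry-over of an abundant RNA, for which the libraries hold no control immunoprecipitation.

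In total RNA with *miR-497* the same 31 histone genes had a median log2 change of 1.09, at the percentile 100 of matched lists, whose middle 95% ran from -0.02 to 0.40. With *miR-195* the median of 30 histone genes was 0.15, at the percentile 84.5. These genes are outside those the paper discusses. The percentile of 100 is the observation itself and is no test of whether more RNA without a poly-A tail entered the *miR-497* library. Small structured RNAs leave this open. Their pooled share in total RNA was 0.469% with *miR-497* and 0.475% without transfection, while RMRP alone rose from 1.96 to 34.0. Another explanation is a bias by base composition between the libraries. Over all genes the total RNA change with *miR-497* fell with the A+U content of the 3′UTR (Spearman correlation -0.63 across genes, against -0.22 with *miR-195*). In 165 genes with no annotated 3′UTR it also fell with the A+U content of the longest transcript, with a correlation of -0.393, so the trend was not restricted to 3′UTR sequence. With *miR-195* the same correlation, in 160 genes, was -0.290, so in genes of this kind the trend was not particular to *miR-497*. A bias by composition may contribute to the histone values and was not tested on them. A change in histone mRNA with the arrest of the cell cycle that the paper describes was not tested either, and the explanations cannot be told apart.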

How the results depend on the processing

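Of 155 alternative values of results fixed before the data were examined, 128 kept the direction and side of the main value, 12 were reversed, 6 became weaker, 2 became stronger and 7 moved by more than 1.5-fold. The cause was not tested for any of these changes. No paired analysis was possible because each condition had 1 library, and no library could be left out. Scaling each library by its median RPKM cannot change a difference between gene sets, and keeping the lines of one symbol apart affected 28 symbols, so neither shows stability.

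The median scores ranged from 1.11 to 1.42 for *miR-195* and from 0.823 to 0.934 for *miR-497* over pseudocounts, minimum RPKM and separate lines. The lower total RNA of genes with a site held with TGCTGCT under each of these settings, from -0.11 to -0.03 log2 for *miR-195* and from -0.09 to -0.02 for *miR-497*. The difference in Ago2-IP change between genes with and without a site was close to 0 and was the least stable result. For *miR-195* it was -0.00029 with RPKM of at least 1 in all 4 libraries, -0.010 with that minimum in non-transfected total RNA alone and -0.040 with the 8-base site, all within the matched lists, and 0.052 with the 6-base site, above them. For *miR-497* it was -0.014 and -0.023 with pseudocounts of 0.1 and 1, within the matched lists, and 0.039 with the 8-base site, above them.

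With the 6-base site the *miR-497* differences shrank to -0.022 in total RNA and 0.015 in log2 score and no longer stood apart. With ACGACGA, present in 59 and 58 scored genes, the difference in total RNA was 0.043 for *miR-195* and 0.15 for *miR-497*, in Ago2-IP -0.077 for *miR-497*, and in log2 score 0.10 for *miR-195* and -0.19 for *miR-497*. Of these 5 values the 0.15 lay above the matched lists and the other 4 within them.

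The rank of TGCTGCT by total RNA change with *miR-195*, 6 of 14954 words in the main setting, was 29 and 11 with pseudocounts of 0.1 and 1, and 2 with RPKM of at least 1 in all 4 libraries. That minimum left 8637 scored genes for *miR-497* and 157 genes shared by the top 10% lists. With the minimum in non-transfected total RNA alone 223 genes were shared, and 1481 with lists of the top 36%, fewer than the 1723 that chance gives. The median percentile of the 8 genes of Table S3 for *miR-497* was 81.1 with a pseudocount of 1 and 78.1 with RPKM of at least 1, values no longer above the matched lists.

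For the top 10% by Ago2-IP change alone with *miR-497*, the median log2 change in total RNA stood above the matched lists in the main setting (0.34). It fell within them and under their median with pseudocounts of 0.1 and 1 (0.16 and 0.060), stayed within them with RPKM of at least 1 in non-transfected total RNA (0.15), and lay under them with the top 36% (0.10).

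Centring within bins of 3′UTR length and A+U content was chosen after seeing the data. It moved the rank of TGCTGCT to 2 for *miR-195* and from 8084 to 4 for *miR-497*, brought the Ago2-IP difference for *miR-195* to 0.017, above the matched lists, and left the remaining 5 of 8 results on the same side. Matching genes without a site on 3′UTR length and expression was also added after seeing the data. It reversed the 3 differences for *miR-497*, to 0.028 in total RNA, -0.028 in Ago2-IP and -0.055 in log2 score, each outside the matched lists. For *miR-195* it raised the Ago2-IP difference to 0.12, above the matched lists, and left total RNA (-0.087) and log2 score (0.20) on the same side.

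Of 64 values of the scores of the 8 genes of Table S3 under alternatives set beforehand, 36 stayed within the counting interval and 28 moved out of it. Scaling by library medians multiplies all scores of a mimic by 1 factor, so a move under it shows only how wide an interval is. Without that setting 35 stayed and 13 moved. For the other named genes the same alternatives without median scaling, added after seeing the data, gave 75 values within and 27 outside the interval, or within and outside 1.5-fold where no interval existed. Over all named genes, 30 of 50 scores moved when Ago2-IP alone was used, while 1 moved with a pseudocount of 0.1 and 9 with a pseudocount of 1. These counts do not show stability for genes with few reads, whose intervals are wide. With *miR-195* a pseudocount of 0.1 took *ACSM5* from 22.0 to 2.47, *CA2* from 32.3 to 7.74 and *TNFSF9* from 16.9 to 7.42. Each of these values stayed within its interval. Depth limits the highest scores most. Of the top 10% genes with inferred reads, 42.1% for *miR-195* and 48.0% for *miR-497* had fewer than 10 reads in a library.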

Differences from the paper's values

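The top 8% of scored genes with a target site for *miR-195* were 283 genes, against the paper's 577. The paper also took predictions from MicroCosm Targets, microRNA.org and TargetScan, which were not searched here. Its lists need not be defined by the sequence alone, and the alternatives in this part vary only the sequence and the processing. Of the alternatives set before the data were examined, the 6-base site GCTGCT gave 503 genes, within 1.5-fold of the paper's number. The other 7, namely pseudocounts of 0.1 and 1 (326 genes each), minimum RPKM of 1 in all 4 libraries (209) or in non-transfected total RNA (239), separate lines per symbol (283), the 8-base site (57) and ACGACGA (5), did not come within that range.

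The top 36% for *miR-497* were 1246 genes, against the paper's 2010. The 6-base site gave 2215 genes and pseudocounts of 0.1 and 1 gave 1458 each, within 1.5-fold of the paper's number. The minimum RPKM settings (892 and 1072), separate lines (1246), the 8-base site (253) and ACGACGA (21) did not come within it.

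For the 16 scores in Table S3 the largest difference from the paper's was 5.22e-05%. The ranks of the same genes among genes with a site differed from the paper's by at most 1.3-fold, with 11 further down in the paper and 5 further up.

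The paper lists 12 genes for *miR-195* and 16 for *miR-497* in Fig. 3C as candidates that passed its selection. Here 9 of the 12 were among the top 8% of genes with a site and 14 of the 16 among the top 36%. For *miR-195*, CDK4 (2.96) and BTRC (2.93) lay under the score of 3.02 at the limit, and no annotated 3′UTR of HSPA8 (3.16) held TGCTGCT. For *miR-497*, CDC25A (0.966) and ITGA2 (0.958) lay under the limit of 0.970. With the 6-base site all 12 and all 16 genes were inside the limits, HSPA8 and ITGA2 included. Pseudocounts of 0.1 and 1 and both minimum RPKM settings brought CDK4 and BTRC inside. Both pseudocounts and the minimum RPKM in non-transfected total RNA did so for CDC25A. With RPKM of at least 1 in all 4 libraries, INSR (0.976) lay under the *miR-497* limit of 0.983 and 13 of the 16 genes were inside. The 8-base site left 2 and 6 genes inside and ACGACGA left 0 of either list. All 28 genes scored above 2.33 or 0.784, the scores at which lists as long as the paper's end. The paper reports a reduction of luciferase activity for a CDK4 reporter designed around putative binding sites. The product placed for it held no TGCTGCT and no GCTGCT. Sites from the databases the paper searched were not examined, neither for this product nor for HSPA8. The methods print the target sequence as ACGACGA, which was found in 0 of the canonical 3′UTRs of the 8 genes.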

Other observations

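The tests of the Ago2-IP difference after centring were chosen only after that result had been seen, and the length-matched values for Ago2-IP and score had no test written down for them. The test of the word rank after centring was chosen once the rank without centring was known and written down before its own value was computed, and the other tests of this part were written down before the results they measure.

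Total RNA of the genes with the highest scores was examined within the sequencing libraries. The top 10% by score had a median log2 change in total RNA of -0.23 with *miR-195* and -0.31 with *miR-497*, under the middle 95% of matched lists (0.02 to 0.07 and 0.16 to 0.24). Total RNA with the mimic is the divisor of the score, so a lower value is built in. When genes were ranked by their Ago2-IP change alone, the top 10% had a median log2 change in total RNA of 0.30 with *miR-195* and 0.34 with *miR-497*, at the percentiles 100 and 99.98 of matched lists. For the top 10% in this setting, lower total RNA was absent once the divisor was removed. A ranking by Ago2-IP change alone is not divided by total RNA and may favour genes whose total RNA rose. It therefore cannot show that the divisor produced the lower values. In *miR-497* the absence of lower total RNA depended on the setting. The value was 0.16 at a pseudocount of 0.1, within the matched lists, and 0.10 with the top 36%, at the percentile 0.01 and so under the matched lists (0.11 to 0.14).

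Few reads may stand behind the highest scores. Among the 20 highest-scored genes with a site of each mimic, 40 in all, 28 had fewer than 10 inferred reads in at least 1 library, 11 of the 15 with inferred reads for *miR-195* and 17 of 18 for *miR-497*.

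The overlap of the top 10% lists was tested for noise in the shared non-transfected libraries. Over 11662 genes with inferred reads the overlap was 2.89 times chance. With the non-transfected reads split at random into independent parts of equal size, 1 for each mimic, it was 1.82 times chance (median of 100 splits, range 1.69 to 2.00), and 3.05 times chance with the same part for both. Counting noise in these libraries therefore accounts for a portion of the overlap and leaves the rest. Other features of the shared libraries, such as the culture they came from, were not tested.

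Genes with a site have longer 3′UTRs than genes without (median 2699 against 1108 bases in the *miR-195* comparison), and length was tested as the reason for their lower total RNA. Against lists of genes without a site matched on 3′UTR length and expression, genes with a site were lower with *miR-195* by -0.09 log2, at the percentile 0. With *miR-497* they were higher by 0.03, at the percentile 100, so that matching on length and expression turned the difference around. TGCTGCT ranked at 8084 of 14900 words by total RNA change with *miR-497*, near the middle, against 6 of 14954 with *miR-195*. Length and A+U content together were then tested. After centring within 10 by 10 bins of both, TGCTGCT ranked at 4 of 14900 with *miR-497* and at 2 of 14954 with *miR-195*, and genes with a site were lower in total RNA by -0.05 and -0.09 log2, each at the percentile 0 of expression-matched lists. The low rank of the site word with *miR-497* may thus reflect base composition, to which the *miR-497* total RNA library was related. The site effect in total RNA that is left after centring is a hypothesis found and tested on the same data, in 1 library per condition.

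The absence of a higher Ago2-IP change in genes with a site was tested in the same way. After centring, the difference with *miR-195* was 0.02 log2, at the percentile 98.85, and length and composition may have hidden a small difference there. With *miR-497* it was 0, at the percentile 47.0, so centring brought no difference to light there. Centring also shrinks differences, with a simulated effect of -0.1 on total RNA coming out at -0.068, so a role of composition is not ruled out. Matching on 3′UTR length and expression, without composition, gave other values. The Ago2-IP difference was then 0.12 with *miR-195*, at the percentile 100, and -0.03 with *miR-497*, at the percentile 0.01. The difference in log2 score was 0.20 with *miR-195* and -0.05 with *miR-497*, at the percentiles 100 and 0, and the latter is opposite in direction to the 0.07 without matching. After centring, the difference in log2 score was 0.12 with *miR-195* and 0.05 with *miR-497*, each at the percentile 100, with the direction unchanged. The size of the site difference in Ago2-IP and, for *miR-497*, its direction thus differed between no adjustment, centring and matching. Centring and matching both take in 3′UTR length, and only centring takes in composition, so the feature responsible was not identified.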
